# Gene Expression Analysis of Yeast Strains with a Nonsense Mutation in the eRF3-Coding Gene Highlights Possible Mechanisms of Adaptation

**DOI:** 10.3390/ijms25126308

**Published:** 2024-06-07

**Authors:** Evgeniia M. Maksiutenko, Yury A. Barbitoff, Lavrentii G. Danilov, Andrew G. Matveenko, Olga M. Zemlyanko, Elena P. Efremova, Svetlana E. Moskalenko, Galina A. Zhouravleva

**Keywords:** translation termination, release factors, yeast, eRF3, nonsense mutations, cell cycle, RNA-seq, proteome, *CDC20*, *CDC23*, *CDC28*, *FKH1*

## Abstract

In yeast *Saccharomyces cerevisiae*, there are two translation termination factors, eRF1 (Sup45) and eRF3 (Sup35), which are essential for viability. Previous studies have revealed that presence of nonsense mutations in these genes leads to amplification of mutant alleles (*sup35-n* and *sup45-n*), which appears to be necessary for the viability of such cells. However, the mechanism of this phenomenon remained unclear. In this study, we used RNA-Seq and proteome analysis to reveal the complete set of gene expression changes that occur during cellular adaptation to the introduction of the *sup35-218* nonsense allele. Our analysis demonstrated significant changes in the transcription of genes that control the cell cycle: decreases in the expression of genes of the anaphase promoting complex APC/C (*APC9*, *CDC23*) and their activator *CDC20*, and increases in the expression of the transcription factor *FKH1*, the main cell cycle kinase *CDC28*, and cyclins that induce DNA biosynthesis. We propose a model according to which yeast adaptation to nonsense mutations in the translation termination factor genes occurs as a result of a delayed cell cycle progression beyond the G2-M stage, which leads to an extension of the S and G2 phases and an increase in the number of copies of the mutant *sup35-n* allele.

## 1. Introduction

Termination of protein synthesis occurs when the release factor recognizes a stop codon (UAA, UAG, or UGA) and stimulates a nascent peptide release (reviewed in [1]). About 11% of all human disease-associated genetic variants are nonsense mutations, resulting in the occurrence of a premature translation-termination codon (PTC) in the protein-coding gene sequence [2]. Translation of the PTC-containing mRNAs leads to synthesis of truncated, often dysfunctional, polypeptides that can have a dominant-negative or gain-of-function effect on gene function. More and more frequently, therapeutic approaches for disorders caused by nonsense mutations use drugs that promote PTC readthrough, forcing the translational machinery to recode an in-frame PTC into a sense codon in a process called nonsense suppression. Thus, nonsense suppression therapy refers to an effective means of preventing protein translation termination and alleviating disease symptoms by inducing PTC readthrough [3,4].

One of the most popular model objects for studying translation termination and nonsense suppression is the baker’s yeast *Saccharomyces cerevisiae*. In yeast, the mechanisms of adaptation to translation defects could be investigated using strains carrying mutations in one of the genes encoding translation termination factors, *SUP45* (encoding yeast eRF1) [5] and *SUP35* (eRF3) [6,7]. Both of these genes are essential in yeast, and deletion of either one leads to the death of the yeast cells. However, viable strains with nonsense mutations in both *SUP45* [8] and *SUP35* [9] have previously been isolated in our laboratory and extensively characterized.

It has been shown that nonsense mutations (denoted as *sup35-n*) lead to the formation of truncated proteins and a significant (up to 100-fold) decrease in the level of the full-length eRF3 protein. Previously, we demonstrated that the introduction of these *sup35-n* alleles is associated with gene amplification in the corresponding strains [10]. Specifically, the number of copies of the plasmid bearing the mutant alleles of the *SUP35* gene was significantly increased compared to strains bearing plasmids with the wild-type allele. Furthermore, strains carrying the *sup35-218* allele as a single chromosomal copy contained duplication of a part of a chromosome IV (bearing the *SUP35* gene), while strains with other nonsense mutations had additional copies of chromosomes II (*sup35-203*), XI (*sup35-240*), or XIII (*sup35-244*, *sup35-260*).

In this work, we investigated the mechanisms of yeast adaptation to mutations in release factor genes using one of the *sup35-n* alleles, *sup35-218*. The *sup35-218* mutation is located in the N-proximal part of the *SUP35* gene, and leads to the G > T substitution in the 541st nucleotide of the protein-coding sequence, resulting in the emergence of a PTC (TAA) in the 181st position. This leads to the formation of a truncated eRF3 protein that contains 180 amino acids, instead of 685, and completely lacks the functional C-domain. 

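In the S288C reference (R64-3-1), *SUP35* is YDR172W, on the forward strand of chromosome IV from 808324 to 810381. Its coding sequence is 2058 bases long, which is 685 codons followed by the stop codon. Counted from 1 at the first base of the coding sequence, the substitution is G541T, at position 808864 of the chromosome. It changes codon 181 from GAA to TAA, and the base after the new stop codon is C. The reference sequence from 808834 to 808894 is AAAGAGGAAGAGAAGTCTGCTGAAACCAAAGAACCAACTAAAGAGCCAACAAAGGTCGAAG, and with the substitution it reads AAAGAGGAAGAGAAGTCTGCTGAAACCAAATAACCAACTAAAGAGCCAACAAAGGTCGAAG. The 180 codons before codon 181 are intact, and the last 505 of the 685 residues lie from the new stop codon onward.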

The N- and M-domains that are present in the truncated protein are not directly involved in the process of translation termination, in contrast to the C-domain. Hence, the truncated protein is incapable of stimulation of translation termination. In the *sup35-218* nucleotide sequence, the PTC is located in a “weak” nucleotide context, as the UAA codon is followed by the C nucleotide, which leads to ineffective translation termination at tetranucleotide UAAC [11,12]. Consequently, cells carrying the *sup35-218* allele contain up to 8% of full-length eRF3 due to nonsense suppression [9].

In the present study, we performed a high-throughput transcriptome sequencing (RNA-seq) and proteome analysis to study changes that occur in cells containing the *sup35-218* mutation, and uncover the possible mechanisms of mutant allele amplification. We have identified the genes involved in the cell cycle regulation changes in the level of transcription that may allow cells carrying a plasmid with a nonsense mutant allele to remain viable. Analysis of the RNA-seq and proteome data suggests a plausible molecular mechanism which could explain the basis of cellular adaptation to disturbances in translation termination process.

## 2. Results

### 2.1. Global Transcriptional Changes in Yeast Strains with Nonsense Mutations in the Release Factor Genes

As mentioned earlier, yeast cells are capable of adaptation to nonsense mutations in genes encoding release factors, *SUP35* and *SUP45*. Such an adaptation can be observed when a plasmid carrying the wild-type *SUP35* or *SUP45* allele as a sole source of the corresponding release factor is replaced with another plasmid bearing a mutant allele. To study the mechanisms of yeast adaptation in such a system, cells of the U-14-D1690 strain with a deletion of a normal chromosomal copy of *SUP35* and bearing a wild-type allele of the corresponding gene on a plasmid were transformed with a second plasmid bearing either a wild-type or mutant *sup35-218* allele of the same gene (Figure 1A). Subsequently, strains containing two plasmids were grown on medium containing 5-FOA to lose the plasmid with the *URA3* marker carrying the wild-type *SUP35* allele. 

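RNA was sequenced from 10 cultures, each a biological replicate of its own: 3 of the initial strain with *SUP35* on the *URA3* plasmid (stage 1), 4 of cells with *SUP35* on the *LEU2* plasmid after shuffling (stage 3), and 3 of cells with *sup35-218* on the *LEU2* plasmid (stage 3). The authors aligned the read pairs of 150 nucleotides to the S288C genome (R64-3-1) and deposited the number of reads they counted on each of 6607 genes, without normalization. The libraries were directional, and the paper's text does not name the strand setting of the counting step. Between 3044096 and 4861009 reads per culture were counted on genes, with a median of 3313137 at stage 1, 3473303 for *SUP35* at stage 3 and 3523280 for *sup35-218* at stage 3. From 5743 to 5885 genes per culture had at least 10 counts. The smallest share that 3 counts can show was 6.17e-05% to 9.86e-05% of a culture's counts, a limit that covers counting error only. Between replicate cultures of one group, Pearson's r of log2 CPM across genes was 0.970 to 0.990, and the chi-square per degree of freedom of their counts was 6.72 to 23.7, so cultures differed by more than counting error. For the comparisons, counts were normalized by edgeR's TMM method (factors from 0.968 to 1.02) and scaled by library size to CPM. The 5856 genes that passed edgeR's filter on low counts were tested with its quasi-likelihood test in one fit of all 3 groups, with Benjamini-Hochberg adjustment over these genes. Replicate numbers in the labels recur in each group. Across genes, the residuals of same-numbered *SUP35* and *sup35-218* cultures at stage 3 had a mean r of 0.101, against -0.0346 for other numbers. The means were 0.0753 and -0.0236 between the *SUP35* groups, but -0.0984 and 0.0469 between *sup35-218* and stage 1. Results with the replicate number as a block are therefore given beside the main ones. Only the *SUP35* cultures of stage 3 have a replicate 4, so in block fits that culture adds nothing to the estimated differences.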

Following such plasmid shuffling, we performed a high-throughput transcriptome analysis of the resulting strains (denoted as “3”) and the initial strain (denoted as “1”) using RNA-seq.

Having obtained the RNA-seq data, we first analyzed the total differences in gene expression profiles between samples carrying mutant and wild-type *SUP35* alleles at different stages of the experiment. To do this, we performed principal component analysis (PCA) of the normalized gene count matrix obtained after quantification of gene expression (see Section 4) PCA revealed that the samples perfectly clustered into three groups, corresponding to cells carrying the mutant *sup35-218* alleles or wild-type alleles (at the beginning of the experiment and after the plasmid shuffling) (Figure 1B). 

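The components were computed from DESeq2's rlog values of the 500 most variable genes in the 10 cultures. On PC1, the 3 *SUP35* cultures of stage 1 lay from -8.93 to -6.97, the 4 *SUP35* cultures of stage 3 from -3.75 to 0.51, and the 3 *sup35-218* cultures from 8.99 to 10.8. On PC2, the *SUP35* cultures of stage 3 lay from 3.6 to 4.36, the stage 1 cultures from -3.87 to -2.71 and the *sup35-218* cultures from -3.68 to -0.24, so the stage 1 and *sup35-218* ranges overlapped on this axis. Over all 500 genes, the mean distance between cultures of one group was 4.58 at stage 1, 5.41 for *SUP35* at stage 3 and 5.99 for *sup35-218*, with a largest value of 8.34. The distance between the *SUP35* cultures of stages 1 and 3 was 10.7 on average (smallest 9.56), that between *SUP35* and *sup35-218* at stage 3 was 13.4 (smallest 11.2), and that between stage 1 and *sup35-218* was 18.1 (smallest 16.8). Each smallest distance between groups exceeded the largest distance within a group. No sequencing batch is given by the labels, so distances within batches were not computed.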

A clear clustering of the samples into groups in the space of the first two principal components indicates the presence of reproducible differences in the gene expression profiles in the studied samples. Furthermore, the first of the principal components was sufficient to distinguish between cells bearing the *SUP35* or *sup35-218* allele while explaining as much as 69% of the gene expression variance. This result suggests that introduction of a nonsense allele of *SUP35* has a pronounced effect on the gene expression profile of a yeast cell.

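PC1 held 70.3% of the variance of the 500 genes, PC2 17.0% and PC3 5.16%. The gap on PC1 between the highest *SUP35* culture and the lowest *sup35-218* culture separated the alleles, while the *SUP35* cultures of the 2 stages were also ordered on this axis without overlap. The share on PC1 depended most on the number of genes, at 66.1% with the 1000 most variable genes and 53.6% with all genes.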

Next, we performed the differential gene expression analysis either at the initial stage (stage 1) of the experiment or after the plasmid shuffling (stage 3). 

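Of the 5856 genes tested, 1342 were higher and 1367 lower (adjusted p-value under 0.05) in the 3 *sup35-218* cultures of stage 3 than in the 3 *SUP35* cultures of stage 1. These are 46.3% of the genes tested. The median size of the log2FC over all genes was 0.34, and the median log2FC itself was 0.04. With the replicate number as a block, 1406 genes were higher and 1420 lower. Leaving out each culture in turn moved both counts most, to between 1024 and 1339 higher and between 1023 and 1307 lower genes; upper quartile normalization gave 1626 higher genes. Both the allele and the plasmid marker, with its selective medium, differ between these groups.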

When the gene expression profiles of cells carrying the *sup35-218* allele at stage 3 were compared to those of cells carrying the wild-type *SUP35* allele at stage 1, we discovered 1240 upregulated genes and 1341 downregulated genes for which the adjusted *p*-value was less than 0.05 (Figure 1C). 

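With the 4 *SUP35* cultures of stage 3 as controls, which have the *LEU2* marker and medium of the *sup35-218* cultures, 1082 genes were higher and 1215 lower at an adjusted p-value under 0.05, or 39.2% of the genes tested. The median size of the log2FC was 0.28. A replicate block gave 1075 higher and 1261 lower genes. Leaving out each culture in turn gave 889 to 1101 higher and 821 to 1249 lower genes.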

At the same time, analysis of the DEGs identified between cells carrying the mutant allele and cells carrying the wild-type allele after the shuffling reduced the number of genes with increased expression to 1035, and of those with reduced expression to 1100 (Figure 1C). Similar trends were observed when only genes with an absolute log2FC value greater than 0.5 were selected, with a total of 1824 DEGs observed between stages 1 and 3, and 1366 between cells after plasmid shuffling. 

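At this cutoff, the stage 1 controls gave 1828 DEGs, 863 of them higher and 965 lower, and the stage 3 controls gave 1363 DEGs, 628 higher and 735 lower. With the replicate number as a block, the counts were 866 and 982 against stage 1, and 650 and 798 against stage 3. Of the DEGs with stage 3 controls, 564 higher and 691 lower ones were also called in the block fit. The cutoff was applied to the estimated log2FC after the test. The choice that moved these counts most was to test against the cutoff itself with edgeR's glmTreat, which left 263 higher and 515 lower DEGs with stage 1 controls, and 189 and 272 with stage 3 controls. Of the DEGs, 55 with stage 1 controls and 56 with stage 3 controls were among the 186 tested genes without an entry in the reference annotation.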

The number of DEGs was substantially lower if only the genes with a two-fold difference in expression were considered (Figure 1C, right panel); again, more DEGs were observed when the initial strain was used as a control group. 

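For log2FC above 1 in size, 176 genes were higher and 393 lower with the stage 1 controls, or 569 in total (175 and 392 with the replicate block). With the stage 3 controls, 137 were higher and 218 lower, or 355 in total (133 and 254 with the replicate block). The share of higher genes fell from 47.2% to 30.9% between the cutoffs of 0.5 and 1 with the stage 1 controls, and from 46.1% to 38.6% with the stage 3 controls.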

A substantial difference in the number of DEGs observed with different sets of control samples suggests that the marker gene used for plasmid maintenance (*LEU2* or *URA3*) also significantly affects the global transcriptional profile of the cell. 

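The control groups were also compared directly. Between the *SUP35* cultures of stage 3 and stage 1, 422 genes were higher and 388 lower at stage 3 with a log2FC above 0.5 in size (392 and 343 with the replicate block), and 43 higher and 78 lower above 1. The marker genes themselves differed. *URA3* (YEL021W, chromosome V, 116167 to 116970) had a log2FC of -3.51 at stage 3 (adjusted p = 3.6e-09, edgeR's quasi-likelihood test), at 81.8 ± 10.9 normalized CPM (SD, n = 4) against 934 at stage 1. *LEU2* had a log2FC of 0.57 in the same comparison (adjusted p = 0.025, edgeR). Of the DEGs with stage 3 controls, 410 of the higher ones (65.3%) and 535 of the lower ones (72.8%) were called in the same direction with stage 1 controls, and 3 and 2 were called in the opposite direction. Across genes, which are not independent replicates, the log2FC of the comparisons with either control group had a Pearson's r of 0.786 and a Spearman's rho of 0.731; both share the *sup35-218* cultures. The marker, the selective medium and the stage changed together between the control groups, so their effects cannot be told apart in these data.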

Given all of the aforementioned observations, we focused our attention on the set of DEGs identified when comparing cells after the plasmid shuffling and with absolute log2FC values greater than 0.5. 

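The genes with the largest changes between *sup35-218* and *SUP35* at stage 3 were taken among DEGs with a mean of at least 50 counts and no overlap between the 3 *sup35-218* and the 4 *SUP35* cultures, a separation that chance gives for 5.71% of genes. The 5 largest rises were in *SUC2* (log2FC 2.35, standard error 0.23, adjusted p = 1.0e-05, edgeR's quasi-likelihood test), *RGI2* (2.31, 0.23), *MAN2* (2.20, 0.22), *CLB4* (2.03, 0.24) and YNR066C (2.00, 0.11). *SUC2*, which encodes invertase, ranged from 177 to 299.6 normalized CPM in *SUP35* cultures and from 1035 to 1642 in *sup35-218* cultures; 177 was replicate 1, far below the other *SUP35* cultures. The 5 largest falls were in *CTT1* (log2FC -3.03, standard error 0.39, adjusted p = 7.1e-05, edgeR), *NDE2* (-2.82, 0.35), *YSW1* (-2.76, 0.45), YOR203W (-2.40, 0.29) and YMR320W (-2.33, 0.29). *CTT1*, which encodes catalase T, ranged from 275 to 1042 normalized CPM in *SUP35* cultures and from 59.97 to 91.8 in *sup35-218* cultures. YOR203W overlaps *HIS3* and *DED1* over 14.7% of its length, where counts depend on how shared reads were assigned.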

In this set of genes, 817 genes had an increased expression and 1007 had a decreased expression, and a subset of 147 and 216 genes had at least two-fold increased and decreased expressions, respectively (Figure 1D). Importantly, the set of genes with the most substantial increase in expression included *SUP35* itself, as well as *LEU2*. These observations are in perfect concordance with the results of our earlier work, which showed an increase in the number of plasmid copies in cells bearing *sup35-218* accompanied by significantly elevated expression of this allele detected using qPCR [10].

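*SUP35* had 602 ± 139.5 normalized CPM (SD, n = 4) in *SUP35* cultures and 1978 ± 183.5 (SD, n = 3) in *sup35-218* cultures of stage 3, a log2FC of 1.72 (standard error 0.16, adjusted p = 7.1e-06, edgeR's quasi-likelihood test). Leaving out each culture in turn kept it between 1.64 and 1.93. Among the *SUP35* cultures, replicate 1 stood at 809 and the others between 505 and 547. The chromosomal copy of *SUP35* is deleted in this strain, so these counts come from the plasmid. *LEU2* (YCL018W, chromosome III, 91324 to 92418) had 2408 ± 457 (SD, n = 4) and 6953 ± 435 (SD, n = 3) normalized CPM, a log2FC of 1.53 (standard error 0.17, adjusted p = 2.0e-05, edgeR), between 1.40 and 1.62 with a culture left out. Replicate 3 of the *SUP35* cultures stood at 1733 and the others between 2573 and 2742. At stage 1, where the plasmid carries no *LEU2*, the gene still had 1625 ± 212 (SD, n = 3) normalized CPM, so part of its counts come from the chromosome. *SUP35* had 436 ± 39.8 (SD, n = 3) at stage 1. *URA3* did not differ between the stage 3 groups (log2FC -0.17, adjusted p = 0.39, edgeR). Every *sup35-218* culture exceeded every *SUP35* culture for both genes.

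**Figure D1:**
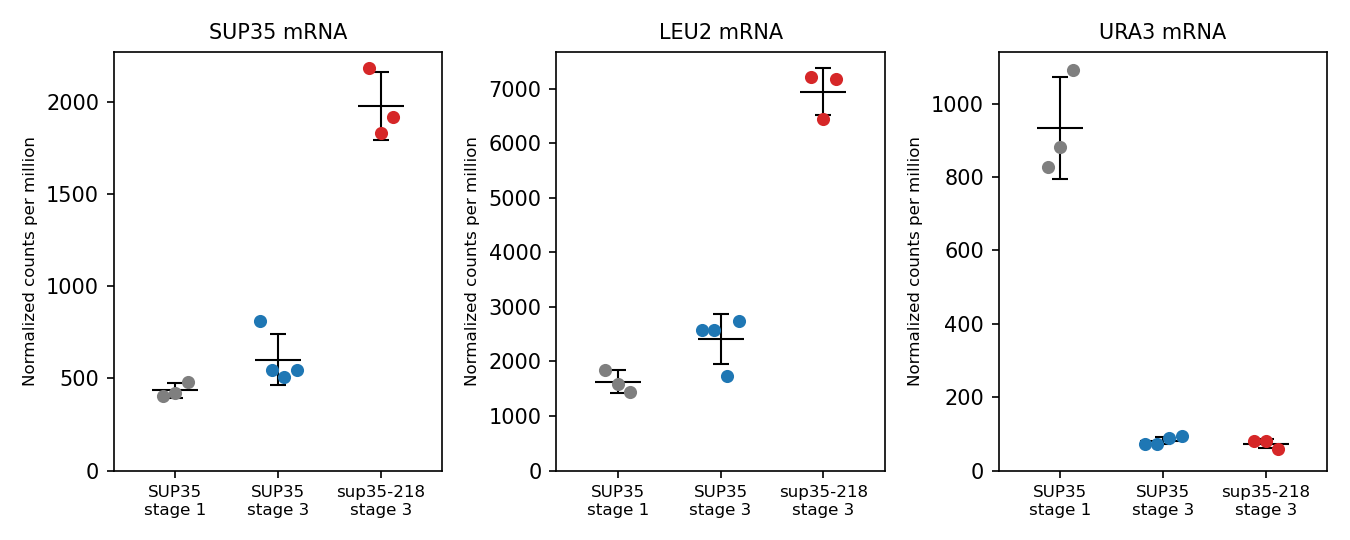
Normalized CPM (vertical axes) of *SUP35*, *LEU2* and *URA3* mRNA in each culture, by allele and stage. Each point is a culture, and the bars show the mean and SD of 3 or 4 cultures. The *sup35-218* cultures lie at 1833 to 2184 for *SUP35* and at 6451 to 7218 for *LEU2*, above all other cultures.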

### 2.2. Identification of Biological Processes Involved in Adaptation to the Presence of sup35-218

To gain insights into the biological mechanisms driving the adaptation to the presence of nonsense mutations in *SUP35*, as well as amplification of the mutant allele, we performed further functional analysis of the obtained list of DEGs. As the first step of such an analysis, we performed the Gene Ontology (GO) enrichment analysis for lists of up- and downregulated DEGs separately. 

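Gene sets were written by gene name before any comparison was computed. Several of them follow processes that the paper reports as changed in these same cultures, so their tests are not independent of its results. Each set was tested among the higher and the lower DEGs of the stage 3 comparison with a one-sided Fisher's exact test, adjusted over 22 tests. The background was the 5856 genes tested, of which 10.7% were higher and 12.6% lower DEGs. Of 130 genes of the cell cycle pathway drawn in Figure 3, 23 (17.7%) were higher DEGs, an odds ratio of 1.82 (adjusted p = 0.028, Fisher's exact test), and 11 were lower. With the replicate number as a block the odds ratio was 1.94 (adjusted p = 0.011, Fisher's exact test). Over 15 alternative settings the odds ratio ranged from 1.25, with stage 1 controls, to 2.31, and the adjusted p from 2.6e-05 to 0.72, the latter for DEGs with a log2FC above 1. Of 18 genes tested in the hexose transporter set, 11 were higher DEGs and none lower, an odds ratio of 13.3 (adjusted p = 1.4e-06, Fisher's exact test), and 12.8 with the replicate block. The 18 include the glucose sensor genes *SNF3* (log2FC 0.73, a higher DEG) and *RGT2* (-0.35, not a DEG). At an unadjusted p-value under 0.05, 1 of the 18 was lower. The largest rises were in *HXT10* (log2FC 2.09, from only 2.55 normalized CPM in *SUP35* cultures), *HXT2* (1.84, standard error 0.16), *HXT6* (1.39), *HXT7* (1.26) and *HXT4* (1.21). *HXT6* and *HXT7* are near-identical paralogs, so their reads cannot be assigned to one of them with certainty. *HXT3*, at 2668 normalized CPM in *SUP35* cultures, had a log2FC of -0.40 (adjusted p = 0.18, edgeR), and -0.51 with the replicate block (adjusted p = 0.022, edgeR).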

Among the GO biological processes, we discovered enrichment of upregulated DEGs with genes involved in the control of the cell cycle and carbohydrate metabolism (including glucose import) (Figure 2A).

In concordance with these results, a significant overrepresentation of proteins active in the cell wall or as components of cyclin-dependent protein kinase complexes was detected when testing the cellular component enrichment (Figure 2B). 

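Among 67 cell wall genes tested, 21 (31.3%) were higher DEGs, an odds ratio of 3.90 (adjusted p = 1.3e-05, one-sided Fisher's exact test), and 8 were lower. The block fit gave an odds ratio of 3.24 (adjusted p = 0.00029, Fisher's exact test), and the 15 alternatives gave 2.32 to 5.38. Genes of the set changed in both directions, from a log2FC of -2.09 to 1.92. *PIR1* and *PIR3* had log2FC of 1.17 and 1.55; 1 of the 4 *SUP35* cultures, replicate 4, was far below the others for *PIR1*. For cyclin-dependent kinase complexes, that is the kinases with their cyclins and inhibitors, 10 of 34 genes (29.4%) were higher DEGs and 3 lower, an odds ratio of 3.51 (adjusted p = 0.0071, Fisher's exact test). The block fit called 12 higher, an odds ratio of 4.43 (adjusted p = 0.00054, Fisher's exact test). Over the alternatives the odds ratio was 2.09 to 4.43 and the adjusted p 0.00038 to 0.17. The largest fall of this set was in *PCL5*, with a log2FC of -1.56. Its higher DEGs *CDC28*, *CLN2*, *CLN3*, *CLB2*, *CLB4*, *CLB5*, *CLB6* and *PCL9* also belong to the cell cycle set. The enrichments of these sets are therefore not independent.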

Among the genes with reduced expression, overrepresentation of the genes involved in various biosynthesis processes, including the synthesis of amino acids, was found (Figure 2C). 

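Of 87 genes for enzymes of amino acid biosynthesis, 48 (55.2%) were lower DEGs, an odds ratio of 9.10 (adjusted p = 2.1e-20, one-sided Fisher's exact test). The odds ratio was 8.24 with the replicate number as a block and between 5.61 and 14.2 over 15 alternatives. *HIS3*, *LEU2* and *TRP1* were left out of the set as markers of the strain, and *LYS2*, which is also a marker, was kept in it. The lowest log2FC were those of *HIS4* (-1.85, standard error 0.17), *ARG7* (-1.71), *HIS5* (-1.55), *ARG4* (-1.51) and *ARO3* (-1.51). *HIS4*, on chromosome III from 65934 to 68333, fell from 3900 ± 614.5 (SD, n = 4) to 1081 ± 201 (SD, n = 3) normalized CPM (adjusted p = 7.1e-06, edgeR's quasi-likelihood test). The set also held 7 higher DEGs, among them the sulfur amino acid genes *MET3* (log2FC 1.77, standard error 0.45), *CYS3* (1.35), *MET14* (1.23) and *MET8* (1.01). Of these, *MET3*, *MET14* and *MET8* had cultures of both alleles with overlapping values, and *MET8* was not called with the replicate block (log2FC 0.90, adjusted p = 0.070, edgeR).

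**Figure D2:**
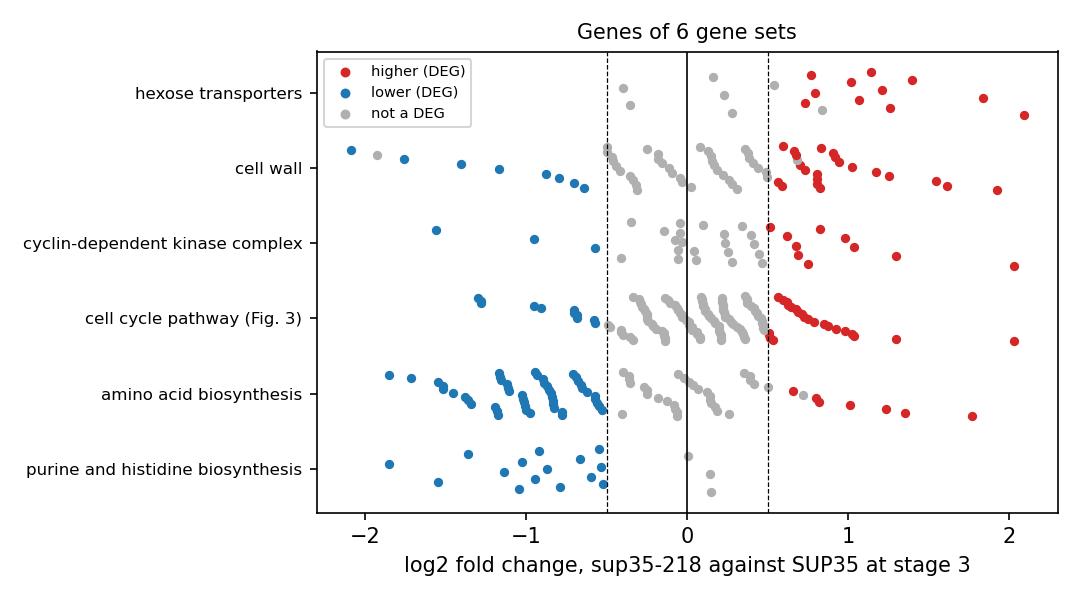
The log2FC between *sup35-218* and *SUP35* cultures at stage 3 (horizontal axis) of each gene tested in 6 gene sets. Each point is a gene, red for higher and blue for lower DEGs, and the dashed lines mark -0.5 and 0.5. Most genes of amino acid biosynthesis lie left of zero, with 48 of 87 blue, and 11 of 18 genes of the hexose transporter set are red.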

While the repression of biosynthetic processes coupled with activation of catabolism and the import of nutrients is expected during stress conditions, the upregulation of the cell cycle genes seemed a more interesting phenomenon. Hence, we next went on to investigate the changes in the yeast cell cycle in more detail.

To perform such an in-depth analysis of the effects of DEGs on the cell cycle, we used the Kyoto Encyclopedia of Genes and Genomes (KEGG, https://www.genome.jp/kegg/kegg2.html, accessed on 10 October 2023), which could be utilized to visualize the position and interaction of the studied genes in the entire pathway diagram. Visualization of the DEGs on a diagram of the yeast cell cycle regulation pathway revealed several interesting patterns (Figure 3). First of all, we noted an increase in the levels of transcription of *CDC28*, the most important regulator of the cell cycle, the transcription cofactor *SWI6*, as well as *MCM2* and *ORC2* genes involved in DNA replication. 

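*CDC28* (YBR160W, chromosome II, 560078 to 560974) had 123 ± 17.7 normalized CPM (SD, n = 4) in *SUP35* and 196 ± 15.1 (SD, n = 3) in *sup35-218* cultures of stage 3, a log2FC of 0.67 (standard error 0.11, adjusted p = 0.00044, edgeR's quasi-likelihood test). It stayed between 0.63 and 0.78 with a culture left out and was 0.92 against stage 1. *SWI6* (YLR182W, chromosome XII, 517940 to 520351), a subunit of the transcription factors that act at the start of the cell cycle, had a log2FC of 0.59 (standard error 0.13, adjusted p = 0.0035, edgeR). Against stage 1 it was 0.23 and not past the threshold (adjusted p = 0.19, edgeR). *MCM2* (YBL023C, chromosome II, 174920 to 177526), a subunit of the replicative helicase, had a log2FC of 0.56 (standard error 0.12, adjusted p = 0.0025, edgeR). *ORC2* (YBR060C, chromosome II, 360652 to 362514), a subunit of the origin recognition complex, rose from 82 ± 3.49 (SD, n = 4) to 166.5 ± 57.5 (SD, n = 3) normalized CPM, a log2FC of 1.02 (standard error 0.17, adjusted p = 0.00048, edgeR), which lay between 0.75 and 1.26 with a culture left out. For each of these genes, all 3 *sup35-218* cultures lay above all 4 *SUP35* cultures.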

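Of the G1 cyclins, *CLN3* had a log2FC of 1.03 (standard error 0.11, adjusted p = 2.1e-05, edgeR's quasi-likelihood test) and *CLN2* of 0.52 (standard error 0.13, adjusted p = 0.0073), the latter between 0.42 and 0.65 with a culture left out. *CLN1* had a log2FC of 0.42 (adjusted p = 0.023, edgeR), below the cutoff of 0.5, and 0.51 with the replicate number as a block. The B-type cyclins divided. *CLB4* had the largest rise, a log2FC of 2.03 (standard error 0.24), from 26.4 ± 5.75 (SD, n = 4) to 107 ± 44.3 (SD, n = 3) normalized CPM. *CLB2* (0.98), *CLB5* (0.75) and *CLB6* (1.30, standard error 0.36) were higher. *CLB6* rose from only 2.15 ± 0.534 (SD, n = 4) to 5.31 ± 0.945 (SD, n = 3) normalized CPM, and had as few as 3 counts in a stage 1 culture. *CLB3* showed no difference (log2FC -0.05, adjusted p = 0.80, edgeR) and changed sign in some fits with a culture left out. *CLB1* was lower, at -0.57 (adjusted p = 0.0077, edgeR). Of the genes of the cohesin complex, which holds sister chromatids together, *SMC3* had a log2FC of 0.85 (standard error 0.17, adjusted p = 0.0014, edgeR) and *MCD1* of 0.92 (standard error 0.17, adjusted p = 0.00080, edgeR). Its other subunit genes *SMC1* (0.23, adjusted p = 0.16) and *IRR1* (0.35, adjusted p = 0.077, edgeR) did not pass the threshold.

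**Figure D3:**
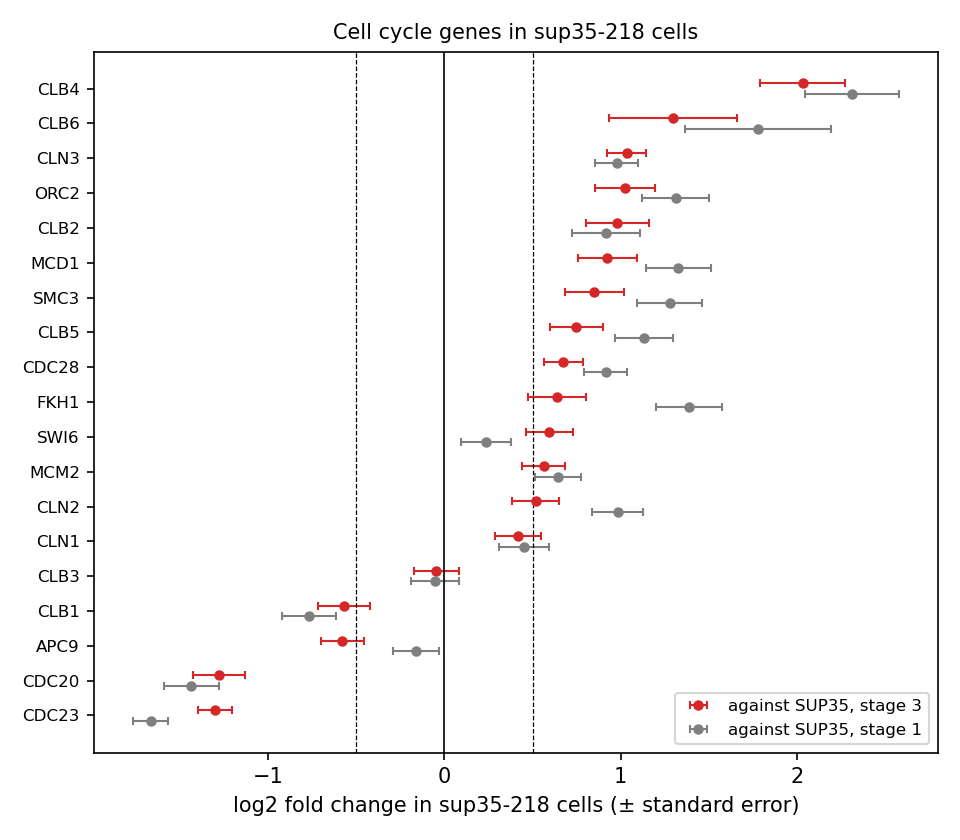
The log2FC of cell cycle genes in *sup35-218* cultures (horizontal axis, with its standard error) against *SUP35* cultures of stage 3 (red) and of stage 1 (grey). The dashed lines mark -0.5 and 0.5. *SWI6* and *APC9* lie past them only against stage 3, and *CLB3* lies near zero against both.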

Secondly, increased expression of genes encoding cyclins of the CLN, CLB family and subunits of the cohesin complex *SMC3* and *MCD1* was detected. 

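*CDC23* (YHR166C, chromosome VIII, 437170 to 439050) and *APC9* (YLR102C, chromosome XII, 342970 to 343767) encode subunits of the anaphase-promoting complex. *CDC23* fell from 145 ± 6.70 (SD, n = 4) to 58.9 ± 4.77 (SD, n = 3) normalized CPM at stage 3, a log2FC of -1.30 (standard error 0.096, adjusted p = 2.0e-06, edgeR's quasi-likelihood test), and -1.67 against stage 1. *APC9* fell from 90.6 ± 12.8 (SD, n = 4) to 60.6 ± 1.37 (SD, n = 3), a log2FC of -0.58 (standard error 0.12, adjusted p = 0.0022, edgeR) that lay between -0.66 and -0.46 with a culture left out. Against the stage 1 controls, at 68.0 normalized CPM, *APC9* did not differ (log2FC -0.16, adjusted p = 0.33, edgeR).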

Finally, besides an increase in the expression of genes primarily involved in DNA synthesis, a decrease in the transcription of genes involved in the metaphase–anaphase transition (*CDC23*, *APC9*) was noted.

Taken together, these observations suggest that the transition of the yeast cell to mitosis is impaired upon introduction of the nonsense mutant allele of *SUP35*. 

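Of 15 genes for the subunits and activators of the anaphase-promoting complex, *CDC23*, *CDC20* and *APC9* were lower DEGs and none was higher, an odds ratio of 1.75 (adjusted p = 0.71, one-sided Fisher's exact test), so the set as a whole was not enriched. At an unadjusted p-value under 0.05, 4 were lower and 1 was higher. *CDC16* had a log2FC of -0.40 (adjusted p = 0.010, edgeR's quasi-likelihood test) and *CDC27* of 0.34 (adjusted p = 0.029, edgeR), both short of the cutoff of 0.5. The activator *CDH1* had a log2FC of -0.03 (adjusted p = 0.81, edgeR). All 15 cell cycle genes named with a direction in the paper's text, 12 rises and 3 falls, were DEGs in that direction. With adjustment over these genes alone, 15 were also called. Genes given a direction only in its figures, such as *CLN1*, which was not a DEG, are not among them. The 15 genes were chosen from the paper's own calls on these data, so this result shows no stability. The alternative normalizations, filters, fits and tests, the replicate block and leaving out each culture called 14 or 15 of them; glmTreat and stage 1 controls were not used for this count. From the rise of genes for *CDC28*, cyclins, DNA replication and cohesin together with the fall of genes for the transition from metaphase to anaphase, the paper proposes that cells with *sup35-218* are impaired in their passage to mitosis while earlier steps of the cycle and DNA synthesis are more active.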

At the same time, proteins involved in cell cycle progression at earlier stages, as well as in the DNA synthesis, are more active in cells bearing the *sup35-218* allele compared to control cells. These results may provide a mechanistic explanation of the observed phenomena of adaptation (see Section 3).

In addition to the analysis of functions of the identified DEGs, the large number of DEGs suggest that certain transcription factors (TFs) should play a key role in driving the observed global changes in the gene expression profile. To identify such TFs, we used the YEASTRACT (www.yeastract.com, accessed on 20 November 2023) tool.

Our analysis identified the enrichment of target genes of TFs associated with the biosynthesis of amino acids and nucleotides among genes with reduced expression (Supplementary Table S1) in cells bearing *sup35-218*. 

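The target lists of the transcription factors were not used here; the genes of the pathways were tested instead. Of 18 genes of purine and histidine biosynthesis, 15 (83.3%) were lower DEGs and none higher, an odds ratio of 35.5 (adjusted p = 1.7e-10, one-sided Fisher's exact test), and 16.7 with the replicate number as a block, where 13 were called. The odds ratio was 10.25 to 40.76 over 15 alternatives, and 14.58 to 34.92 with each culture left out. None of the 18 was higher at an unadjusted p-value under 0.05. Apart from the histidine genes, the lowest log2FC in the set were those of *ADE57* (-1.14, standard error 0.12) and *ADE17* (-1.04, standard error 0.15). *ADE1* (-1.06) and *HIS3* (-1.36) were not in the set. Its histidine genes and *SHM2* are also in the amino acid set, so the enrichments of these sets are not independent. The genes not called were *HIS6*, *SHM2* and *ADE16*, with log2FC of 0.15, 0.15 and 0.01. *BAS1* mRNA had a log2FC of -0.57 (standard error 0.18, adjusted p = 0.023, edgeR's quasi-likelihood test), with overlapping cultures and between -0.72 and -0.38 with a culture left out. *GCN4* mRNA did not differ (log2FC -0.13, adjusted p = 0.39, edgeR).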

Specifically, overrepresentation of targets was observed for Bas1, which regulates genes of the purine and histidine biosynthesis pathways (55.63% of genes with reduced expression; *p*-value < 10^−15^), and for Gcn4, a transcriptional activator of amino acid biosynthetic genes (93.52% of genes in the studied gene set; *p*-value < 10^−15^). These observations are in good concordance with the results obtained using GO term enrichment analysis.

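Of 29 heat shock genes, 17 (58.6%) were higher DEGs and none lower, an odds ratio of 12.1 (adjusted p = 3.0e-09, one-sided Fisher's exact test), and 6.62 with the replicate number as a block. At an unadjusted p-value under 0.05, 1 of them was lower. Among them, *HSP30* had a log2FC of 1.89, *SSA3* of 1.42 and *CPR6* of 1.26; *CPR6* overlaps YLR217W over 27.2% of its length. *HSP82*, at 3477 normalized CPM in *SUP35* cultures, did not differ (log2FC -0.05, adjusted p = 0.86, edgeR's quasi-likelihood test) and changed sign with a culture left out. Of 33 proteasome genes, none was a higher DEG and 1, *RPN2*, was lower. At an unadjusted p-value under 0.05, 2 were higher and 5 lower, and the log2FC ranged from -0.59 to 0.38. *RPN4* mRNA had a log2FC of 0.37 (adjusted p = 0.055, edgeR), *HSF1* mRNA of -0.14 (adjusted p = 0.38, edgeR) and *INO2* mRNA of 0.65 (standard error 0.11, adjusted p = 0.00059, edgeR).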

For the upregulated DEGs (Supplementary Table S2), we identified an enrichment of targets of transcription factors involved in metabolism (Ino2, Gcn4) and stress response (Rpn4 and Hsf). Moreover, we discover that a significant number of the identified DEGs are targets of Rph1, Mig1, and Ste12, which are involved in many biological processes such as transcription, autophagy, invasive growth, and others.

Interestingly, an overrepresentation of the targets of several transcription factors involved in cell cycle regulation was found (specifically, Aft1, Ybp1, Mcm1, and Ume6). It was shown that Aft1, a protein which regulates iron homeostasis, has a role in chromosome stability, interaction with the kinetochore and promoting pericentric cohesin [13]. Yhp1 is a homeobox transcriptional repressor; it binds Mcm1 and early cell cycle box (ECB) elements of cell cycle regulated genes, thereby restricting ECB-mediated transcription to the M/G1 interval [14]. Ume6 is a histone deacetylase complex subunit and a key transcriptional regulator of early meiotic genes, which are involved in chromatin remodeling and transcriptional repression [15,16].

### 2.3. Validation of High-Throughput Sequencing Results Using qPCR

Given that the cell cycle progression is a finely regulated process, many of the identified DEGs corresponding to cell cycle regulators have relatively small changes in expression (1.4- to 2-fold, corresponding to log2FC values between 0.5 and 1). This prompted us to conduct additional validation of discovered changes in expression with the qPCR method for the most significant cell cycle genes. 

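In the cell cycle set of 130 genes, 34 were DEGs, and 27 of these (79.4%) had a log2FC between 0.5 and 1 in size. The share among all 1363 DEGs was 74.0%. The 7 with a larger change were *CLB4*, *CLB6*, *CLN3* and *ORC2*, which rose, and *CDC23*, *CDC20* and *PHO5*, which fell. Of the 15 cell cycle genes named with a direction in the text, 10 lay between 0.5 and 1.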

In total, six genes were selected for validation, including three of the upregulated ones (*FKH1*, *CDC28*, and *SUP35*), two of the downregulated ones (*CDC20* and *CDC23*), and one gene with no changes in expression according to RNA-seq data (*SUP45*). 

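In the RNA-seq data, *FKH1* (YIL131C) rose from 30.5 ± 6.81 (SD, n = 4) to 47.1 ± 5.44 (SD, n = 3) normalized CPM at stage 3, a log2FC of 0.64 (standard error 0.16, adjusted p = 0.0077, edgeR's quasi-likelihood test), between 0.53 and 0.77 with a culture left out. *SUP45* (YBR143C) had 284.5 ± 34.1 (SD, n = 4) and 277 ± 25.7 (SD, n = 3), a log2FC of -0.04 (standard error 0.11, adjusted p = 0.81, edgeR), which took either sign with a culture left out. Measurements by qPCR were not analysed here.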

Two of the four cell cycle genes that were chosen for validation had an absolute value of log2FC <1 (*CDC20* and *CDC28*).

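*CDC20* (YGL116W, chromosome VII, 289809 to 291641) fell from 337 ± 71.0 (SD, n = 4) to 139 ± 10.0 (SD, n = 3) normalized CPM, a log2FC of -1.28 (standard error 0.15, adjusted p = 3.3e-05, edgeR's quasi-likelihood test). It lay between -1.40 and -1.11 with a culture left out, and at -1.44 against stage 1. By size of log2FC, *CDC20* and *CDC23* were above 1, and *CDC28* and *FKH1* below it.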

For all of the genes selected for validation, the observed difference in median expression from qPCR corroborated transcriptomic analysis, and statistically significant differences in expression were confirmed for four out of five DEGs (Figure 4). Thus, we confirmed a decrease in the expression of the *CDC20* gene in cells bearing the *sup35-218* allele. For another gene involved in the anaphase transition, *CDC23*, the difference in median expression was not statistically significant. In good concordance with RNA-seq data, median expression of *CDC28*, encoding the main kinase that regulates the cell cycle in yeast, was twice higher in the presence of a nonsense allele compared to cells containing the wild-type *SUP35* gene. For the *FKH1* transcription factor involved in the regulation of cyclin levels, we observed a significant increase in relative expression levels, which is also in line with the RNA-seq analysis. The *SUP35* gene normally has increased mRNA levels in the cells harboring the *sup35-218* allele, also demonstrating a solid upregulation in qPCR. Finally, the *SUP45* gene, which was not differentially expressed according to both RNA-seq data and our previous results, demonstrated no significant expression changes in qPCR validation.

Thus, we confirmed that, in the presence of the *sup35-218* mutant allele in yeast cells, an increase in the transcription of the *CDC28* and *FKH1* genes and a decrease in the expression of the activator of anaphase-promoting complex *CDC20* occurred. We suggest that these changes can affect the duration of cell cycle phases.

### 2.4. Proteome Analysis of Cells Harboring sup35-218 Allele

To better understand the changes that occur because of disturbances in the translation termination process, we also evaluated changes in cells at the protein level. For this purpose, we performed proteome analysis of the same cells harboring *sup35-218* mutation. By examining the proteome, we identified 117 differentially produced proteins (56 with increased production and 62 with decreased production) (Figure 5A). However, our analysis of GO terms for differentially produced proteins showed no enrichment.

We also assessed the similarity of the observed changes in the proteome and transcriptome (Table S3). For this purpose, we evaluated the correlation between the protein and transcript levels for each gene. We have detected a statistically significant moderate correlation (Figure 5B) between the transcript levels and protein levels for both wild-type strains and strains with the *sup35-218* mutation (correlation between proteome and transcriptome in wild-type strain–tau = 0.256, *p*-value <0.001; correlation between proteome and transcriptome in strain with *sup35-218* mutation–tau = 0.238, *p*-value <0.001). While a low degree of correspondence between the protein and transcript levels has previously been reported for yeast [17,18,19], a lack of differences in the correlation coefficients suggests that nonsense mutations in *SUP35* do not disrupt the regulation of gene expression at translational level.

Although a poor correlation was observed between the transcriptome and proteome, there were still several genes whose changes in expression levels are consistent with their protein levels. Genes *RPC82*, *STU2*, *CDC28*, *PST1* and their protein products were upregulated in transcriptome and proteome. 

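At the transcript level, *RPC82*, a subunit of RNA polymerase III, had a log2FC of 0.54 (standard error 0.11, adjusted p = 0.0023, edgeR's quasi-likelihood test) at stage 3, and 0.25 against stage 1 (adjusted p = 0.11, edgeR). *STU2* had a log2FC of 0.54 (adjusted p = 0.0024, edgeR), from 70.5 ± 8.28 (SD, n = 4) to 102 ± 11.0 (SD, n = 3) normalized CPM, between 0.48 and 0.66 with a culture left out. *PST1* had a log2FC of 1.25 (standard error 0.18, adjusted p = 0.00017, edgeR), from 421 ± 92.6 (SD, n = 4) to 1004 ± 239 (SD, n = 3) normalized CPM. Protein levels were not analysed here.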

At the same time, expression and protein levels of *FOL2*, *ERG26*, *ERG28*, *HMF1*, *BNA1* were decreased (Table 1). 

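The transcript of *BNA1* had a log2FC of -1.36 at stage 3 (standard error 0.12, adjusted p = 4.4e-06, edgeR's quasi-likelihood test), that of *FOL2* -1.16 (adjusted p = 1.0e-05), that of *ERG28* -1.07 (adjusted p = 3.9e-05), that of *ERG26* -0.78 (adjusted p = 0.00021) and that of *HMF1* -0.55 (adjusted p = 0.0016). The first 4 stayed below -0.5 with each culture left out, and *HMF1* lay between -0.59 and -0.42. Against the stage 1 controls, *BNA1* (-1.04) and *FOL2* (-1.49) were lower by more than 0.5, *ERG28* was at -0.37, and *ERG26* (-0.14, adjusted p = 0.36, edgeR) and *HMF1* (-0.02, adjusted p = 0.92, edgeR) did not differ.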

Despite the low number of overlaps between the datasets, the functions of these nine proteins further support the conclusions made based on functional annotation of RNA-Seq results. Particularly, two of the upregulated proteins control cell cycle and division (Cdc28 and Stu2); moreover, an increased abundance of Rpc82, which is responsible for tRNA biosynthesis, is consistent with transcriptional downregulation of amino acid biosynthesis genes.

### 2.5. Effects of the sup35-218 Mutation on Cell Cycle Progression

Since the proteomic and transcriptomic analyses revealed several overlapping differentially expressed genes involved in regulation of cell division, we continued further investigations of the peculiar features of cell cycle of strains carrying *sup35-218* nonsense allele. To evaluate the effect of the *sup35-218* nonsense allele on the cell cycle progression, we compared the distribution of DNA content between unsynchronised cultures of wild-type and *sup35-218* strains by flow cytometry (Figure 6).

We observed two similar clear peaks of fluorescence intensity in wild-type strains, which corresponds to the DNA content of cells with unreplicated (1C) and replicated DNA (2C) in unsynchronised cultures. In contrast, cells with the *sup35-218* allele mostly did not demonstrate clear peaks of fluorescence intensity that would have corresponded to 1C or 2C. Additionally, the comparison of independent clones bearing *sup35-218* with each other did not reveal any patterns in the distribution of DNA amount. Therefore, cells containing the *sup35-218* nonsense allele were characterized by a greater heterogeneity in DNA content compared to the wild-type, which may indicate the disruption of cell cycle progression in cells with *sup35-218* nonsense allele.

## 3. Discussion

In this study, we describe global changes in the gene expression profile of a yeast cell in response to the introduction of a nonsense mutation in the essential *SUP35* gene encoding a release factor, eRF3. We discovered 1366 differentially expressed genes between cells bearing a wild-type *SUP35* allele and a mutant *sup35-218* allele (Figure 1). In-depth functional analysis of this set of DEGs suggests that several biological processes are involved in adaptation to such pronounced translation termination defects, with metabolic processes and cell cycle among the major discoveries. While massive metabolic changes are expected during stress (e.g., [20,21]), the observed upregulation of certain cell cycle components attracts attention, as it might explain gene amplification observed previously in strains bearing *sup35-218* [10].

Normally, the yeast cell cycle can be divided into four phases. During the first of these phases, the growth phase (G1), there is a significant cell growth and increase in cell volume. This stage is followed by the synthetic (S) phase, during which the DNA replicates. After that, the cell enters the second phase of growth (G2), in which a bud appears; and the process ends with the mitotic phase (M), in which division occurs, giving rise to a daughter cell. *S. cerevisiae* cells, compared to fission yeasts, usually have a prolonged G1 phase; however, it depends on conditions, nutrients and size of the cell [22]. Cell cycle progression is mainly controlled by proteins of the cyclin-dependent kinase (CDK—Cdc28 in yeast) family and their interaction with cyclins whose expressions are fluctuating during the cell cycle [23]. Importantly, cell cycle is regulated at the transcriptional, translational, and post-translational levels. In our work, we tried to use both transcriptomic and proteomic data to obtain more insights into the cell cycle changes observed in cells carrying *sup35-218*; however, the datasets showed a low degree of overlap between sets of differentially expressed genes and proteins, making it harder to draw an unambiguous conclusions regarding exact state of cell cycle regulation in mutant cells.

The expression of the central coordinator of the major events of the yeast cell division cycle, *CDC28*, was found to be increased at both transcriptomic and proteomic level. Cdc28 activity controls the timing of mitotic commitment, bud initiation, DNA replication, spindle formation, and chromosome separation [24]. While the abundance of Cdc28 was substantially altered in strains carrying *sup35-218*, its impact on the phenotype could not be determined, in particular, due to additional regulation of Cdc28 at the post-translation level (for example, via post-translational modifications) [25].

Additionally, we observed an increase in the transcription level of *FKH1*, which encodes the Forkhead homolog protein and its forkhead-associated (FHA) domain acts in promoting the ORC-origin binding and origin activity at a subset of origins in *S. cerevisiae* [26]. Previously it was shown that an increased expression of the FKH transcription factors leads to an extended lifespan, improved stress response and rescues APC mutant growth defects [27].

Besides *CDC28* and *FKH1*, we discovered increased expression of the *ORC2*, *SWI6*, and *MCM2*, primarily involved in DNA synthesis, and genes encoding cyclins of the CLN and CLB families (*CLN3*, *CLN2*, *CLB2*, *CLB5*, and *CLB6*). Cyclins are regulated both at the transcriptional and post-transcriptional level, and they are expressed in alternate phases of the cell cycle. The CLN family consists of Cln1, Cln2, and Cln3, which are expressed mostly in the G1 phase. The CLB-type cyclins, on the other hand, regulate later cell cycle stages, including DNA replication and the entry into mitosis. To prevent premature DNA replication, the activity of the first B-type cyclins to be expressed, Clb5/6, is inhibited through high levels of the cyclin-dependent kinase inhibitor Sic1 during G1 [28]. Notably, we did not identify cyclins as differentially abundant in the proteome; however, this finding is rather expected given the low abundance of these proteins.

In addition to changes in cyclin/CDK abundance, downregulation of the proteins that comprise the APC/C complex or interact with it (*APC9*, *CDC23*, and *CDC20*) was detected. The APC/C complex is one of the crucial regulators of mitosis progression. This complex has two main forms—APC/C-Cdc20 and APC/C-Cdh1. These two forms have overlapping as well as distinct substrates. In *S. cerevisiae*, APC/C-Cdc20 is required for the degradation of Pds1 (securin) and the B-type cyclin Clb5, whereas APC/C-Cdh1 promotes the degradation of Clb2 [29,30].

Apc9 is a nonessential component of the APC; however, deletion mutants of *APC9* have delayed progression through mitosis [25]. Cdc23 was identified as a conserved subunit of APC/C [31], and it was shown that *cdc23* mutants are defective in nuclear division in *S. cerevisiae* [32]. Previous studies showed that *S. cerevisiae* strains bearing a *cdc23* mutation represented a metaphase-like arrest phenotype. In addition, yeast cells with mutation in *CDC23* also showed defects in both entering and exiting anaphase [33], suggesting that Cdc23 may play an important role in at least two stages of the cell cycle, metaphase-to-anaphase transition and telophase-to-G1 transition [34,35,36,37].

*CDC20* expression is regulated at both transcriptional and post-transcriptional levels [38]. Mice embryos lacking the Cdc20 function demonstrated the metaphase arrest at the two-cell stage with high levels of cyclin B1, indicating an essential role of Cdc20 in mitosis that is not redundant with that of Cdh1 (Cdc20 homolog, activator of anaphase-promoting complex) [39]. In fission yeast *Schizosaccharomyces pombe*, the transcriptional silencing of Cdc20, an APC activator, was shown to cause cell cycle arrest in metaphase accompanied by high levels of cyclin B and securin Pds1, which inhibits the separase Esp1. Most cells that remain in mitosis for a long time undergo apoptosis, but some of them skip cytokinesis and enter G1 with non-segregated chromosomes. This process, called mitotic slippage, increases genome instability and results in aneuploidy [40]. If a similar process can occur in *S. cerevisiae* cells upon *CDC20* downregulation, such slippage can provide a mechanistic basis for the observed amplification of *sup35-n* and *sup45-n* alleles [10].

Taken together, elevated levels of cyclins (at G1, S, and G2 stages) and the Cdc28 kinase, as well as a decrease in the expression of the anaphase-stimulating complex components, allows us to suggest that amplification of plasmids or chromosomes detected in our previous work could occur due to a slowdown in the cell cycle (Figure 7). First, defects and delays in the synthetic phase could allow for intensive replication of plasmids. At the same time, a decrease in the efficiency of the APC/C and Cdc20 complex, in turn, could lead to disturbances in chromosome segregation and plasmid segregation. In earlier studies, it has been shown that mutation in *SUP35* gene influences the cell cycle and leads to the accumulation of large buds, disruptions in DNA synthesis and G1-to-S phase transition arrest [41]. Such mutants were not capable of either continuing the cell cycle or copulating [42]. In 2002, Valouev et al., demonstrated the effect of eRF1 and eRF3 depletion on the yeast cell morphology and cell cycle progression [43]. Our results of flow cytometric analysis, which showed an accumulation of cells with non-1C DNA content in cultures harboring *sup35-218* mutation (Figure 6), differ from those obtained by Valouev et al. in eRF3-depleted cells. However, both our results and previously published data indicate that alterations in eRF3 abundance and/or activity lead to profound changes in DNA content, supporting the role of observed changes in expression of cell cycle regulators in mutant allele amplification.

It is important to note, however, that cell cycle disturbances are usually studied using synchronized cultures, despite the facts that synchronization affects cell cycle progression heavily and that single cell behavior deviates from population behavior [44]. As thus, further studies using synchronized cultures could help to completely disentangle the complex changes in cell cycle regulation and their impact on gene amplification and adaptation.

## 4. Materials and Methods

### 4.1. Yeast Strains and Media

The U-14-D1690 [10] strain was used in this study. This strain is isogenic to 1A-D1628 [8,45], and contains a pRSU2 [46] plasmid as the sole source of *SUP35*. During plasmid shuffling, we used the pRSU1 [46] and pRSU1-218 [9] plasmids, which are both derivatives of the centromeric pRS315 [47] vector and carried the *LEU2* selective marker. Strains obtained after the plasmid shuffling are designated L-14-D1690 and 218L-14-D1690, respectively.

Standard methods of cultivation and manipulation of yeast were used throughout this work. Yeast strains were cultivated at 26 °C in standard solid and liquid synthetic media (SC). The SC medium contained higher amounts of certain nutrients: 40 mg/L adenine, 20 mg/L L-histidine, 20 mg/L L-lysine, 20 mg/L L-methionine, 20 mg/L L-threonine, 20 mg/L L-tryptophan, 20 mg/L uracil, and 20 mg/L L-leucine. For strains bearing two plasmids (with *URA3* and *LEU2* marker genes), SC-UL media was used that did not contain either uracil or L-leucine. SC medium containing 1000 mg/L 5-fluoroorotic acid (5-FOA) (Thermo Scientific, Waltham, MA, USA) was used for selection against cells bearing plasmids with the *URA3* marker [48]. Yeast strains were incubated on 5-FOA medium for 4–5 days. The yeast transformation was carried out according to the standard protocol [49]. For flow cytometry, yeast strains were grown at 26 °C in YEPD medium supplemented with 40 mg/L adenine.

### 4.2. Cell Cycle Analysis by Flow Cytometry

For cell cycle analysis by flow cytometry, overnight cultures of individual clones were diluted into fresh YEPD medium until OD_600_ = 0.1, and incubated to pass 1–2 cell divisions (OD_600_ = 0.4). The sample preparation was conducted according to [50] with minor modifications: the incubation time of the RNAse solution (50 mM Tris pH8, 15 mM NaCl; 4 μg/mL RNAseA (Merck, Burlington, MA, USA)) was 2–3 h. The samples were sonicated 4 times for 5 s on ice. After adding 10 μL SYBR Green I solution (#PB025, Evrogen, Moscow, Russia), the samples were incubated for 0.5–1 h in the dark. The analyses were performed on the CytoFlex S (Beckman Coulter, Brea, CA, USA) at 488 nm through a 525/40 filter, collecting 50,000 events per sample. The FlowJo10 (BD Biosciences, Franklin Lakes, NJ, USA) was used for data analysis.

### 4.3. RNA-Seq Library Preparation and Sequencing

For extraction of the RNA, cultures were grown in 30 mL of SC-U or SC-L liquid medium until OD_600_ = 0.8–1.0. The cells were then harvested by centrifugation at 8000× *g* for 5 min and washed. The total yeast RNA was isolated using the GeneJET RNA Purification Kit #K0731 (Thermo Scientific, Waltham, MA, USA) according to the manufacturer’s instructions. The RNA concentration and quality were evaluated using a NanoDrop Spectrophotometer (Thermo Scientific, Waltham, MA, USA). Preparation of the libraries for sequencing was carried out using NEBNext® Ultra™ II Directional RNA Library Prep Kit for Illumina (#E7765, NEB, Ipswich, MA, USA) and NEBNext® Multiplex Oligos for Illumina® (96 Unique Dual Index Primer Pairs Set 2) (#E6442S, NEB, Ipswich, MA, USA). Sequencing was performed using the Illumina HiSeq 4000 platform in the paired-end mode and a read length of 150 nucleotides.

A total of 10 samples were used for sequencing (three biological replicates for the initial U-14-D1690 strain, four replicates for cells bearing the wild-type *SUP35* allele after plasmid shuffling, and three replicates for cells bearing the *sup35-218* allele).

### 4.4. RNA-Seq Data Analysis

Raw RNA-seq reads were aligned onto the yeast S288C (R64-3-1) genome using Hisat2 [51]. Quantification of gene expression was performed using feature counts [52]. Gene annotation was obtained from the Saccharomyces Genome Database (the same R64-3-1 version was used). Further analysis of the obtained gene count matrix was performed using the R v4.1.1 software [53].

To perform the principal component analysis of the gene expression profile, the original count matrix was transformed using the rlog function in the DESeq2 package (v1.34.0) [54]. Differential expression analysis was performed using the default DESeq2 functions. Differentially expressed genes were defined as genes with FDR-adjusted *p* < 0.05 and log2FC > 0.5 (1.4-fold increase in expression) or log2FC < −0.5 (1.4-fold decrease in expression) for up- and downregulated genes, respectively.

A Gene Ontology (GO) term enrichment analysis for the obtained DEGs was performed using the clusterProfiler package for R. For the analysis of the role of DEGs in the identified pathways, we used the Kyoto Encyclopedia of Genes and Genomes (KEGG) [55].

For the analysis of transcription factors that play a role in the observed transcriptional changes, the set of DEGs was analyzed using information system YEASTRACT (www.yeastract.com, accessed on 20 November 2023).

In order to calculate the correlation between the transcript and the protein levels, RNA-seq read counts were normalized to account for the gene length and library size, and logarithms were performed to transform the data. The Kendell correlation coefficient was then calculated using the built-in function in R v4.1.1 software [53].

### 4.5. RNA Extraction and cDNA Generation for qPCR

For extraction of RNA, cultures were grown in SC-L liquid medium until OD_600_ of 0.8–1, then the cells were harvested and washed. The total yeast RNA was isolated using the GeneJET RNA Purification Kit (Thermo Scientific, Waltham, MA, USA, #K0731) and treated with DNase I (RapidOut DNA Removal Kit, Thermo Scientific, Waltham, MA, USA, #K2981) according to the manufacturer’s instructions. The RNA concentration and quality were evaluated using a NanoDrop Spectrophotometer (Thermo Scientific, Waltham, MA, USA). Purified RNA was reverse transcribed with RevertAid RT Reverse Transcription Kit (Thermo Scientific, Waltham, MA, USA, #K1691). cDNA generation was performed under the following conditions: 25 °C for 5 min, 42 °C for 60 min and termination at 70 °C for 5 min.

### 4.6. qPCR

The expression levels of target cell cycle genes were analyzed by quantitative PCR (qPCR) with EVA Green 2.5X PCR-mix (Syntol, Moscow, Russia) according to the manufacturer’s instructions. The reactions and quantification were performed using CFX96 amplifiers (Bio-Rad, Hercules, CA, USA). The quantitation cycle for *ACT1* was used as a reference. Triplicate qPCRs were performed for each biological replicate. We analyzed the specificity of the amplification through the melting curves for all pairs of primers used for controls and genes of interest and, in all cases observed, a single peak accounting for a single PCR product. The ΔΔC_T_ method [56] was used to measure the levels of transcription. The resulting values were used to quantify the gene expression changes in cells containing the *sup35-218* allele. Primer pairs used in this analysis are listed in Table 2.

### 4.7. Protein Extraction

Cells were grown and pelleted as for RNA extraction. The total proteome was isolated using the following methodology. Precipitated cells were resuspended in lysis buffer (30 mM Tris-HCl, pH 7.4; 150 mM NaCl; 10 mM PMSF) [57] with a cocktail of protease inhibitors (Protease Inhibitor Cocktail, Sigma P8215). Next, glass beads were added to the suspension. Cell lysis was performed with Fast-Prep-24 homogeniser (MP Biomedicals) at a speed of 6.0 M/S, five times for 20 s each, with cells cooled in ice for 3 min between rounds. In the final step, the lysate was centrifuged for 10 min, 400× *g* at 4 °C. The protein concentration was measured with a Lumiprobe QuDye Protein kit (#15102, Lumiprobe, Hunt Valley, MD, USA). The average protein concentration was 5 µg/µL. The samples were then equilibrated to the minimum concentration and 30 µg of protein was taken for analysis. The obtained samples were treated with chemically pure trypsin (Trypsin Gold, Mass Spectrometry Grade (Promega #V5280, Madison, WI, USA)) overnight. Then, the peptides were purified according to the stage tips protocol [58]. The obtained samples were further used for mass spectrometric analysis.

### 4.8. Proteome Analysis

The analysis of the prepared proteomic libraries was performed using mass spectrometer timsTOF Pro 2 (Bruker, Billerica, MA, USA). To analyze the obtained data, we used PEAKS Studio 11 software, and the proteome of the *S. cerevisiae* strain (strain S288C, Uniprot ID—UP000002311) was used as a reference database. Protein counts were analyzed with the limma package (v 3.56.2) with R v4.1.1 software [53]. Differentially produced proteins were defined as proteins with adjusted *p*-value < 0.05 and log2FC > 0.5 (1.4-fold increase in abundance) or log2FC < −0.5 (1.4-fold decrease in abundance) for up and down regulated genes, respectively.

### 4.9. Code Availability

All code pertinent to the bioinformatic or statistical analysis presented in this work is available at https://github.com/mrbarbitoff/sup35n_expression_analysis, accessed on 4 June 2024. Raw and processed RNA-seq data have been submitted to the Gene Expression Omnibus (GEO) database (accession number GSE267888). Raw mass-spectrometry data have been uploaded to the Proteomics Identification (PRIDE) database (accession number PXD052727).

## Figures and Tables

**Figure 1:**
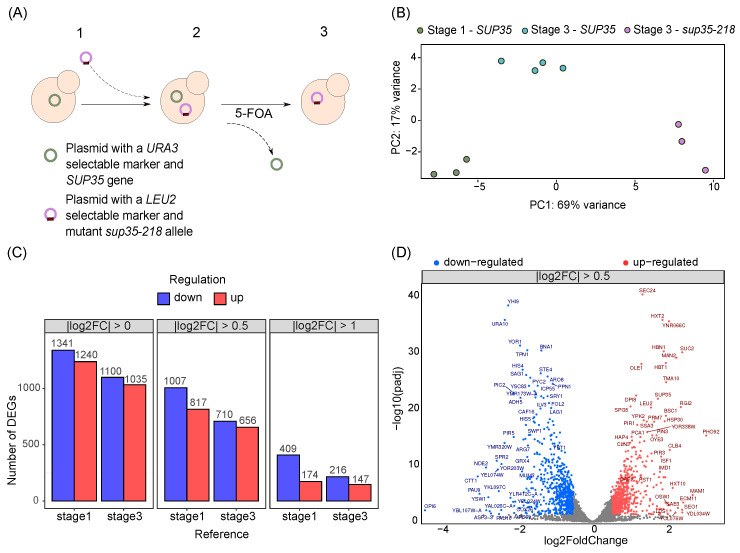
Transcriptome profile of strains harboring nonsense-mutation *sup35-218*. (**A**) Scheme illustrating the experimental design used to study yeast adaptation to nonsense mutations in release factor genes. (**B**) Scatterplot representing principal component analysis of 10 yeast transcriptomes carrying different combinations of alleles of the *SUP35* gene. (**C**) Comparative analysis of the number of differentially expressed genes, depending on the log2FC cutoff and set of controls used. (**D**) Analysis of differential gene expression in cells at the 3rd stage of the experiment, carrying the *sup35-218* allele compared to 3rd stage harboring the *SUP35* wild-type allele. Significantly differentially expressed genes (FDR < 0.05) are represented by red dots (upregulated) and blue dots (downregulated). Grey dots represent genes with unaltered expression.

**Figure 2:**
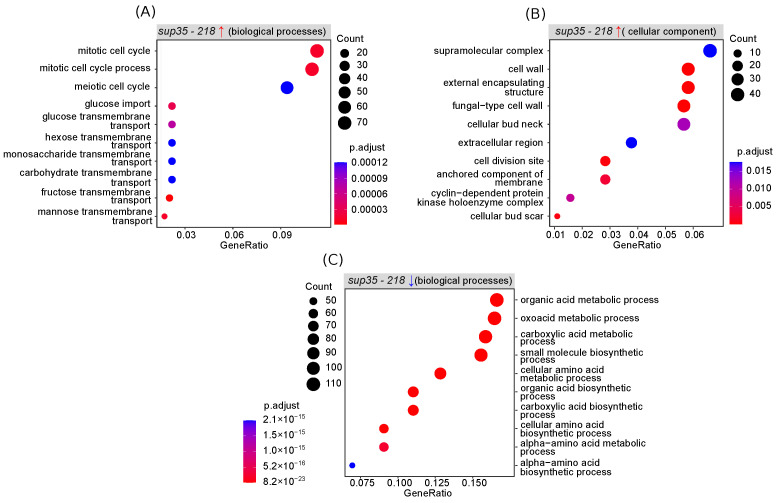
Results of gene set enrichment analysis using Biological Process (BP) and Cellular Component (CC) terms from Gene Ontology. The analysis was performed using the clusterProfiler package for R. The dot size is proportional to the enrichment ratio, and the color gradient represents the adjusted significance level. (**A**) Genes with increased expression in cells bearing *sup35-218* (biological processes). (**B**) Genes with increased expression in cells bearing *sup35-218* (cellular component). (**C**) Genes with decreased expression in cells bearing (biological processes).

**Figure 3:**
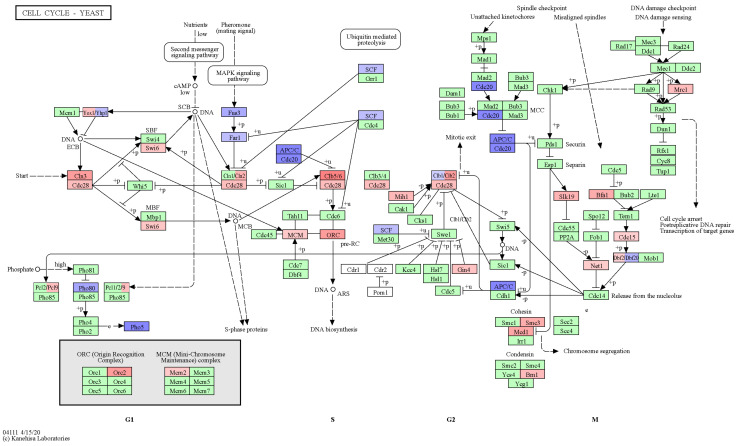
A diagram showing the changes in the expression of genes controlling the yeast cell cycle progression. Visualization of the relationship of genes involved in cell cycle control using KEGG PATHWAY. Genes with increased expression in the presence of the *sup35-218* allele are marked in red; genes with reduced expression are marked in blue. Color contrast reflects the degree of increase or decrease in expression. Cases where two genes with similar functions have inconsistent expression changes are highlighted with two colors (Yox1/Yhp1, Clb1/2, Dbf2/20). Genes where no significant changes in expression were found are highlighted in green.

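For these pairs, the log2FC between *sup35-218* and *SUP35* cultures at stage 3 was 0.65 for *YOX1* (standard error 0.19, adjusted p = 0.016, edgeR's quasi-likelihood test) and -0.68 for *YHP1* (standard error 0.15, adjusted p = 0.0029), with 10.3 and 29.5 normalized CPM in *SUP35* cultures. *YOX1* in replicate 2 of these cultures was far above the others. The change of *CLB1* was -0.47 with the replicate number as a block, short of the cutoff of 0.5. *DBF2* had a log2FC of 0.51 (0.49 with the replicate block) and *DBF20* of -0.70 (standard error 0.16, adjusted p = 0.0041, edgeR). Against stage 1, *DBF2* was at -0.10 (adjusted p = 0.45, edgeR) and *DBF20* at -1.77.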

**Figure 4:**
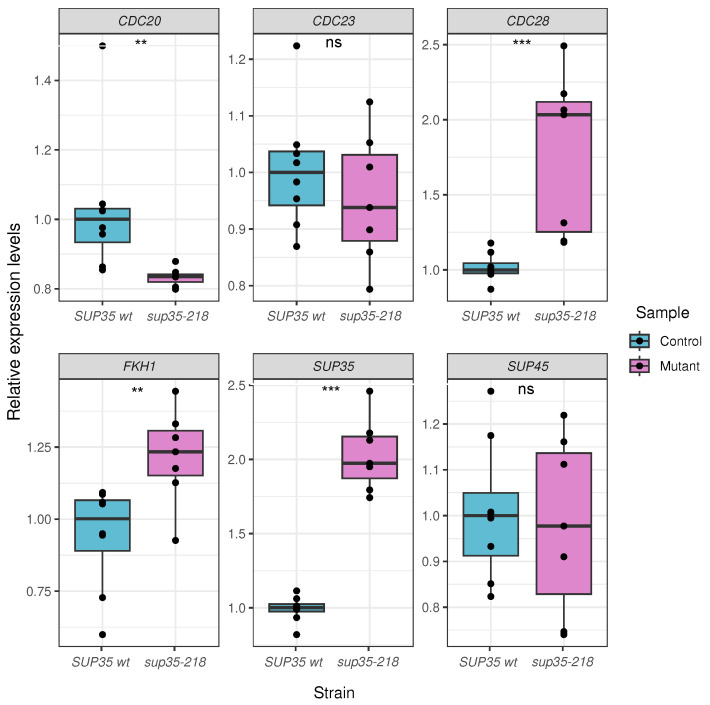
Validation of changes in expression of DEGs identified in RNA-Seq analysis using qPCR. Shown are boxplots of the relative expression levels calculated using the ΔΔCt method (see Section 4 for more details). ns—not significant, ** *p*-value < 0.05, *** *p*-value < 0.001 according to Wilcoxon–Mann–Whitney rank sum test. At least seven biological replicates were used for each group.

**Figure 5:**
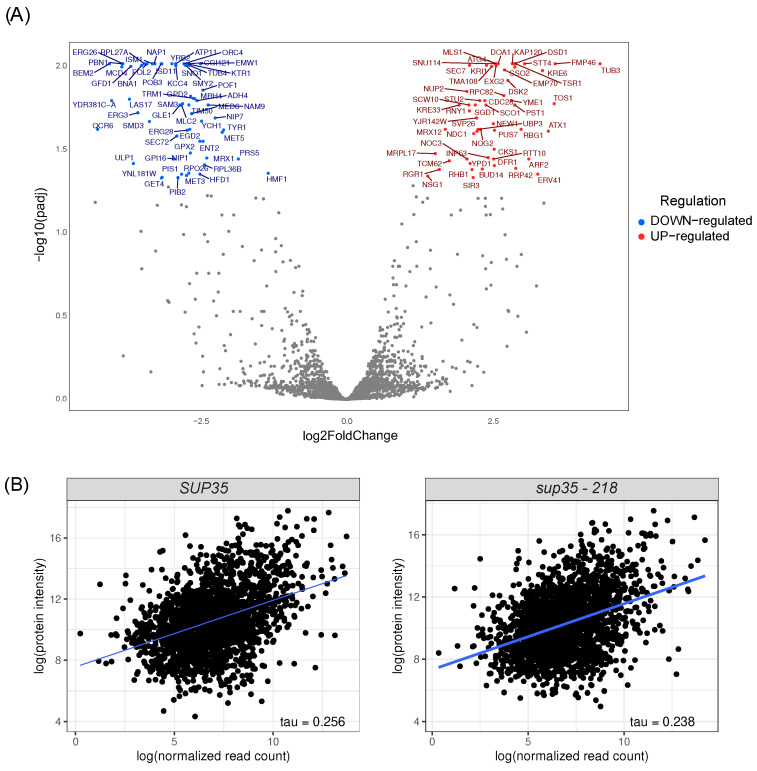
Proteome profile of strains harboring nonsense-mutation *sup35-218*. (**A**) Analysis of differential protein production in cells at the 3rd stage of the experiment, carrying the *sup35-218* allele compared to cells harboring *SUP35* wild-type allele. Differentially produced proteins (FDR < 0.05) are represented by red dots (upregulated) and blue dots (downregulated). Grey dots represent proteins with unaltered production. (**B**) Evaluation of the correlation of gene and protein expression levels in strains carrying the wild-type *SUP35* allele or mutant *sup35-218* allele (left and right plots, respectively).

**Figure 6:**
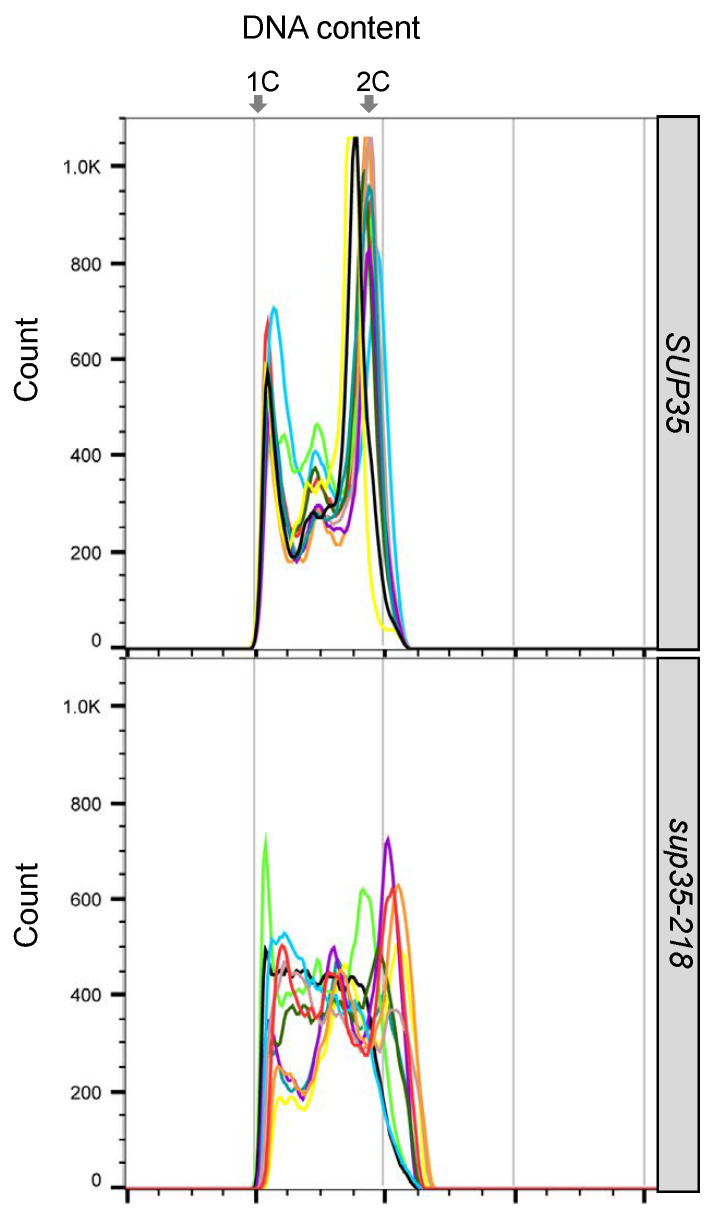
Cell cycle analysis by flow cytometry, illustrating the DNA content of yeast cultures of wild-type strain (L-14-D1690) or *sup35-218* mutant cells (218L-14-D1690). Ten independent yeast cultures were grown and then prepared for flow cytometry as described in Section 4. Curves representing independent clones are shown in different colors. Locations of peaks of the 1C and 2C cell populations are indicated by arrowheads.

**Figure 7:**
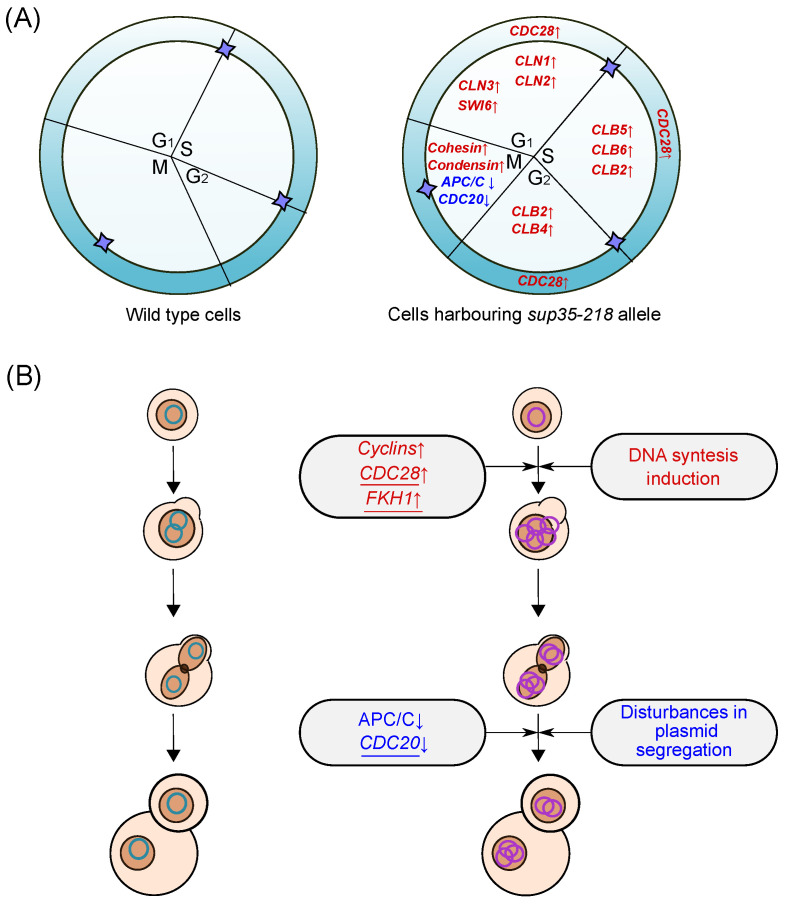
A schematic representation of the possible changes in the cell cycle in cells carrying the *sup35-218* mutation. (**A**) Changes in expression of genes responsible for the progression of cell cycle phases in cells carrying the *sup35-218* allele (right) compared to cells carrying the *SUP35* allele (left). Purple asterisks indicate checkpoints in cell cycle regulation. Genes with increased expression are depicted in red (as in Figure 3) and are marked with an up arrow; genes with decreased expression are depicted in blue and are marked with a down arrow. (**B**) Scheme of changes occurring during plasmid replication and segregation in cells carrying the *sup35-218* allele (right) compared to cells carrying the *SUP35* allele (left). Plasmids with wild-type *SUP35* are shown in green, plasmids with *sup35-218* allele are shown in blue. Genes with changes in expression validated using qPCR are underlined.

**Table 1:** Genes with concordant changes in expression level in the transcriptome and proteome.

Regulation	Gene	Protein	Description
UP	*YPR190C*	Rpc82	RNA polymerase III subunit C82
UP	*YLR045C*	Stu2	required for elongation of mitotic spindle during anaphase
UP	*YBR160W*	Cdc28	master regulator of mitotic and meiotic cell cycles
UP	*YDR055W*	Pst1	cell wall protein, up-regulated by activation of the cell integrity pathway
DOWN	*YGR267C*	Fol2	catalyzes first step in folic acid biosynthesis
DOWN	*YGL001C*	Erg26	take part in ergosterol biosynthesis
DOWN	*YJR025C*	Bna1	required for the de novo biosynthesis of NAD from tryptophan to kynurenine
DOWN	*YER044C*	Erg28	Endoplasmic reticulum membrane protein
DOWN	*YER057C*	Hmf1	takes part in maintenance of the mitochondrial genome

**Table 2:** Primers used for qPCR analysis in this work.

Primer Name	Target Gene	Sequence 5’→3’
ACT1-F	*ACT1*	TAACGGTTCTGGTATGTGTAAAGC
ACT1-R	*ACT1*	GCTTCATCACCAACGTAGGAGTC
SUP35-F	*SUP35*	ACAACAAGGTAACAACAGATACC
SUP35-R	*SUP35*	GGATTGAATTGCTGCTGATAAC
SUP45-F	*SUP45*	CGATCCAAGACTAGCATGTAAG
SUP45-R	*SUP45*	CTTGAACATACTTGACATTGGC
FKH1-RT-F	*FKH1*	CGGATCATGGGAATTACAG
FKH1-RT_R	*FKH1*	CACACCACCTATGTCTATG
CDC20-RT-F	*CDC20*	GTCGATCCTGAAACCTTAC
CDC20-RT-R	*CDC20*	CATATCTAACCCACACGC
CDC23-RT-F2	*CDC23*	AGATGTCACTAATCCATACCT
CDC23-RT-R2	*CDC23*	CATTTCGTCCGTAAACTTCC
CDC28-RT-F	*CDC28*	AGAGTAGTCGCATTGAAGAAA
CDC28-RT-R	*CDC28*	GCATCAGAGTGAACAATATCG

## Data Availability

Code used for data analysis, as well as intermediate data files, are publicly available at https://github.com/mrbarbitoff/sup35n_expression_analysis, accessed on 4 June 2024. Raw and processed RNA-seq data have been submitted to the Gene Expression Omnibus (GEO) database. Raw mass-spectrometry data have been uploaded to the Proteomics Identification database (PRIDE).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms25126308/s1.

## Abbreviations

The following abbreviations are used in this manuscript:

eRF3	eukaryotic release factor 3
APC	anaphase-promoting complex
PTC	premature termination codon
DEGs	differentially expressed genes
GO	Gene Ontology
TF	transcription factor

## References

[1] Hellen C.U.T. (2018). Translation termination and ribosome recycling in eukaryotes. Cold Spring Harb. Perspect. Biol..

[2] Mort M., Ivanov D., Cooper D.N., Chuzhanova N.A. (2008). A meta-analysis of nonsense mutations causing human genetic disease. Hum. Mutat..

[3] Martins-Dias P., Romão L. (2021). Nonsense suppression therapies in human genetic diseases. Cell. Mol. Life Sci..

[4] Yu J., Tang B., He X., Zou P., Zeng Z., Xiao R. (2022). Nonsense suppression therapy: An emerging treatment for hereditary skin diseases. Acta Derm.Venereol..

[5] Frolova L., Le Goff X., Rasmussen H.H., Cheperegin S., Drugeon G., Kress M., Arman I., Haenni A.L., Celis J.E., Philippe M. (1994). A highly conserved eukaryotic protein family possessing properties of polypeptide chain release factor. Nature.

[6] Stansfield I., Jones K.M., Kushnirov V.V., Dagkesamanskaya A.R., Poznyakovski A.I., Paushkin S.V., Nierras C.R., Cox B.S., Ter-Avanesyan M.D., Tuite M.F. (1995). The products of the *SUP45* (eRF1) and *SUP35* genes interact to mediate translation termination in *Saccharomyces cerevisiae*. EMBO J..

[7] Zhouravleva G., Frolova L., Le Goff X., Le Guellec R., Inge-Vechtomov S., Kisselev L., Philippe M. (1995). Termination of translation in eukaryotes is governed by two interacting polypeptide chain release factors, eRF1 and eRF3. EMBO J..

[8] Moskalenko S.E., Chabelskaya S.V., Inge-Vechtomov S.G., Philippe M., Zhouravleva G.A. (2003). Viable nonsense mutants for the essential gene *SUP45* of *Saccharomyces cerevisiae*. BMC Mol. Biol..

[9] Chabelskaya S., Kiktev D., Inge-Vechtomov S., Philippe M., Zhouravleva G. (2004). Nonsense mutations in the essential gene *SUP35* of *Saccharomyces cerevisiae* are non-lethal. Mol. Genet. Genom..

[10] Maksiutenko E.M., Barbitoff Y.A., Matveenko A.G., Moskalenko S.E., Zhouravleva G.A. (2021). Gene amplification as a mechanism of yeast adaptation to nonsense mutations in release factor genes. Genes.

[11] Bonetti B., Fu L., Moon J., Bedwell D.M. (1995). The efficiency of translation termination is determined by a synergistic interplay between upstream and downstream sequences in *Saccharomyces cerevisiae*. J. Mol. Biol..

[12] Bertram G., Innes S., Minella O., Richardson J.P., Stansfield I. (2001). Endless possibilities: Translation termination and stop codon recognition. Microbiology.

[13] Hamza A., Baetz K. (2012). Iron-responsive transcription factor Aft1 interacts with kinetochore protein Iml3 and promotes pericentromeric cohesin. J. Biol. Chem..

[14] Pramila T., Miles S., GuhaThakurta D., Jemiolo D., Breeden L.L. (2002). Conserved homeodomain proteins interact with MADS box protein Mcm1 to restrict ECB—dependent transcription to the M/G1 phase of the cell cycle. Genes Dev..

[15] Williams R.M., Primig M., Washburn B.K., Winzeler E.A., Bellis M., Sarrauste de Menthiere C., Davis R.W., Esposito R.E. (2002). The Ume6 regulon coordinates metabolic and meiotic gene expression in yeast. Proc. Natl. Acad. Sci. USA.

[16] Raithatha S.A., Vaza S., Islam M.T., Greenwood B., Stuart D.T. (2021). Ume6 acts as a stable platform to coordinate repression and activation of early meiosis-specific genes in *Saccharomyces cerevisiae*. Mol. Cell. Biol..

[17] Gygi S.P., Rochon Y., Franza B.R., Aebersold R. (1999). Correlation between protein and mRNA abundance in yeast. Mol. Cell. Biol..

[18] Maier T., Güell M., Serrano L. (2009). Correlation of mRNA and protein in complex biological samples. FEBS Lett..

[19] Li N., Hou R., Liu C., Yang T., Qiao C., Wei J. (2021). Integration of transcriptome and proteome profiles in placenta accreta reveals trophoblast over-migration as the underlying pathogenesis. Clin. Proteom..

[20] Causton H.C., Ren B., Koh S.S., Harbison C.T., Kanin E., Jennings E.G., Lee T.I., True H.L., Lander E.S., Young R.A. (2001). Remodeling of yeast genome expression in response to environmental changes. Mol. Biol. Cell.

[21] Taymaz-Nikerel H., Cankorur-Cetinkaya A., Kirdar B. (2016). Genome-Wide transcriptional response of *Saccharomyces cerevisiae* to stress-induced perturbations. Front. Bioeng. Biotechnol..

[22] Rupes I. (2002). Checking cell size in yeast. Trends Genet..

[23] Jiménez J., Bru S., Ribeiro M., Clotet J. (2015). Live fast, die soon: Cell cycle progression and lifespan in yeast cells. Microb. Cell.

[24] Enserink J.M., Chymkowitch P. (2022). Cell cycle-dependent transcription: The cyclin dependent kinase Cdk1 is a direct regulator of basal transcription machineries. Int. J. Mol. Sci..

[25] Mendenhall M.D., Hodge A.E. (1998). Regulation of Cdc28 cyclin-dependent protein kinase activity during the cell cycle of the yeast *Saccharomyces cerevisiae*. Microbiol. Mol. Biol. Rev..

[26] Hoggard T., Hollatz A.J., Cherney R.E., Seman M.R., Fox C.A. (2021). The Fkh1 Forkhead associated domain promotes ORC binding to a subset of DNA replication origins in budding yeast. Nucleic Acids Res..

[27] Postnikoff S.D.L., Malo M.E., Wong B., Harkness T.A.A. (2012). The yeast forkhead transcription factors *FKH1* and *FKH2* regulate lifespan and stress response together with the anaphase-promoting complex. PLoS Genet..

[28] Adler S.O., Spiesser T.W., Uschner F., Münzner U., Hahn J., Krantz M., Klipp E. (2022). A yeast cell cycle model integrating stress, signaling, and physiology. FEMS Yeast Res..

[29] Shirayama M., Tóth A., Gálová M., Nasmyth K. (1999). APC(Cdc20) promotes exit from mitosis by destroying the anaphase inhibitor Pds1 and cyclin Clb5. Nature.

[30] Schwab M., Lutum A.S., Seufert W. (1997). Yeast Hct1 is a regulator of Clb2 cyclin proteolysis. Cell.

[31] Zachariae W., Shevchenko A., Andrews P.D., Ciosk R., Galova M., Stark M.J., Mann M., Nasmyth K. (1998). Mass spectrometric analysis of the anaphase-promoting complex from yeast: Identification of a subunit related to cullins. Science.

[32] Newlon C.S., Fangman W.L. (1975). Mitochondrial DNA synthesis in cell cycle mutants of *Saccharomyces cerevisiae*. Cell.

[33] Lamb J.R., Michaud W.A., Sikorski R.S., Hieter P.A. (1994). Cdc16p, Cdc23p and Cdc27p form a complex essential for mitosis. EMBO J..

[34] Gregan J., Lindner K., Brimage L., Franklin R., Namdar M., Hart E.A., Aves S.J., Kearsey S.E. (2003). Fission yeast Cdc23/Mcm10 functions after pre-replicative complex formation to promote Cdc45 chromatin binding. Mol. Biol. Cell.

[35] Hart E.A., Bryant J.A., Moore K., Aves S.J. (2002). Fission yeast Cdc23 interactions with DNA replication initiation proteins. Curr. Genet..

[36] Lee J.K., Seo Y.S., Hurwitz J. (2003). The Cdc23 (Mcm10) protein is required for the phosphorylation of minichromosome maintenance complex by the Dfp1-Hsk1 kinase. Proc. Natl. Acad. Sci. USA.

[37] Zhou Q., Li J., Yue W., Li A., Meng T.G., Lei W.L., Fan L.H., Ouyang Y.C., Schatten H., Wang Z.B. (2020). Cell division cycle 23 is required for mouse oocyte meiotic maturation. FASEB J. Off. Publ. Fed. Am. Soc. Exp. Biol..

[38] Wang R., Burton J.L., Solomon M.J. (2017). Transcriptional and post-transcriptional regulation of Cdc20 during the spindle assembly checkpoint in *S. cerevisiae*. Cell. Signal..

[39] Li M., York J.P., Zhang P. (2007). Loss of Cdc20 causes a securin-dependent metaphase arrest in two-cell mouse embryos. Mol. Cell. Biol..

[40] Chica N., Portantier M., Nyquist-Andersen M., Espada-Burriel S., Lopez-Aviles S. (2022). Uncoupling of mitosis and cytokinesis upon a prolonged arrest in metaphase is influenced by protein phosphatases and mitotic transcription in fission yeast. Front. Cell Dev. Biol..

[41] Kikuchi Y., Shimatake H., Kikuchi A. (1988). A yeast gene required for the G1-to-S transition encodes a protein containing an A-kinase target site and GTPase domain. EMBO J..

[42] Borkhsenius A.S., Inge-Vechtomov S.G. (1997). The role of *SUP35* and *SUP45* genes in controlling *Saccharomycetes* cell cycle. Dokl. Akad. Nauk..

[43] Valouev I.A., Kushnirov V.V., Ter-Avanesyan M.D. (2002). Yeast polypeptide chain release factors eRF1 and eRF3 are involved in cytoskeleton organization and cell cycle regulation. Cell Motil. Cytoskelet..

[44] Amoussouvi A., Teufel L., Reis M., Seeger M., Schlichting J.K., Schreiber G., Herrmann A., Klipp E. (2018). Transcriptional timing and noise of yeast cell cycle regulators—A single cell and single molecule approach. NPJ Syst. Biol. Appl..

[45] Barbitoff Y.A., Matveenko A.G., Matiiv A.B., Maksiutenko E.M., Moskalenko S.E., Drozdova P.B., Polev D.E., Beliavskaia A.Y., Danilov L.G., Predeus A.V. (2021). Chromosome-level genome assembly and structural variant analysis of two laboratory yeast strains from the Peterhof Genetic Collection lineage. G3.

[46] Volkov K.V., Aksenova A.Y., Soom M.J., Osipov K.V., Svitin A.V., Kurischko C., Shkundina I.S., Ter-Avanesyan M.D., Inge-Vechtomov S.G., Mironova L.N. (2002). Novel non-Mendelian determinant involved in the control of translation accuracy in *Saccharomyces cerevisiae*. Genetics.

[47] Sikorski R.S., Hieter P. (1989). A system of shuttle vectors and yeast host strains designed for efficient manipulation of DNA in *Saccharomyces cerevisiae*. Genetics.

[48] Kaiser C., Michaelis S., Mitchell A. (1994). Methods in Yeast Genetics: A Cold Spring Harbor Laboratory Course Manual.

[49] Gietz R.D., Woods R.A. (2002). Transformation of yeast by lithium acetate single-stranded carrier DNA polyethylene glycol method. Methods Enzymol..

[50] Chang F., Riera A., Evrin C., Sun J., Li H., Speck C., Weinreich M. (2015). Cdc6 ATPase activity disengages Cdc6 from the pre-replicative complex to promote DNA replication. eLife.

[51] Kim D., Paggi J.M., Park C., Bennett C., Salzberg S.L. (2019). Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. Nat. Biotechnol..

[52] Liao Y., Smyth G.K., Shi W. (2014). featureCounts: An efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics.

[53] R Core Team (2021). R: A Language and Environment for Statistical Computing.

[54] Love M.I., Huber W., Anders S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[55] Kanehisa M., Goto S. (2000). KEGG: Kyoto encyclopedia of genes and genomes. Nucleic Acids Res..

[56] Livak K.J., Schmittgen T.D. (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta Delta C(T)) Method. Methods.

[57] Kushnirov V.V., Alexandrov I.M., Mitkevich O.V., Shkundina I.S., Ter-Avanesyan M.D. (2006). Purification and analysis of prion and amyloid aggregates. Methods.

[58] Rappsilber J., Mann M., Ishihama Y. (2007). Protocol for micro-purification, enrichment, pre-fractionation and storage of peptides for proteomics using StageTips. Nat. Protoc..

How the deposited data were processed for this re-analysis (not part of the article)

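RNA was sequenced by the authors from 10 yeast cultures: 3 with *SUP35* on the *URA3* plasmid (stage 1), 4 with *SUP35* on the *LEU2* plasmid after plasmid shuffling (stage 3) and 3 with *sup35-218* on the *LEU2* plasmid (stage 3). The strain name and replicate number in each sample's label were used to group the samples, and each culture is a biological replicate. Plasmid markers and media are those given by the paper. The labels differ from it, naming pRSU2 for both *SUP35* groups and SC as the medium of all cultures. The authors aligned the reads to the S288C genome (R64-3-1) and deposited the read count of each of 6607 genes in each culture, as whole numbers without normalization. All columns of per-sample values in the deposited count table were used.

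Of the 6607 genes, 5924 were matched by systematic name to the reference annotation, 99.6% of them with the same start and end, and 683 had no entry there; the latter were kept in the tests. The 28 mitochondrial genes in the table have no counts, so mitochondrial expression was not analysed here.

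Total counts were 3044096 to 4861009 per culture, with a median of 3516164.5. From 329 to 410 genes per culture had 0 counts. Shares of counts below the value of 3 counts in a culture cannot be measured. Replicate cultures differed by more than counting error, so errors come from the spread between cultures: SD for normalized CPM, and for each log2FC a standard error taken as its size divided by the square root of the test's F statistic.

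The main test was edgeR (version 4.0.16, in R 4.3.3, with limma 3.58.1). Counts of all 10 cultures were normalized by TMM, genes were filtered by filterByExpr with its minimum count of 10, and 5856 genes were fitted by the quasi-likelihood method with 3 groups. Contrasts compared *sup35-218* at stage 3 with *SUP35* at stage 3, *sup35-218* at stage 3 with *SUP35* at stage 1, and *SUP35* at stage 3 with *SUP35* at stage 1. Every adjusted p-value of a single gene comes from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the genes tested. A DEG has an adjusted p-value under 0.05 and a log2FC above 0.5 in size, and counts with 0 and 1 in place of 0.5 are also given. Normalized CPM are counts scaled by TMM-corrected library size.

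The principal components were computed from the rlog values of DESeq2 (version 1.42.0), for the 500 genes with the highest variance. Enrichment was tested for 11 gene sets written by name, in each direction, by a one-sided Fisher's exact test against the genes tested, with Benjamini-Hochberg adjustment over the 22 tests. The double names of 2 genes, 1 in the amino acid set and 1 in the purine and histidine set, were first missed in matching to the count table; this was corrected after a first run had been seen and raised the genes tested to 87 and 18.

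Named genes are those the paper names in its text, Table 1 or Figure 3, and those labelled in Figure 1D that a sentence is about. To these were added the 5 DEGs with the largest rise and the 5 with the largest fall among those with a mean count of at least 50 and no overlap between the stage 3 groups, and for a gene set at most 5 members with the largest change in the paper's direction. Other genes, such as members of the anaphase-promoting complex, *MET3*, *PIR5* and *PCL5*, were chosen after their values were seen.

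The method was tested on simulated data with 200 changed genes of 6340. Each planted change had a log2FC of at least 1 in size. Recovery of changes between 0.5 and 1, where 74.0% of the 1363 DEGs with stage 3 controls lie, was therefore not tested. edgeR made 209 calls, of which 197 were true, and recovered 98.5% of the changed genes; DESeq2 made 205 calls, of which 194 were true. Neither made a call between groups with no change. A planted gene set was found, and 0 of 100 random sets were called.

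Replicate numbers recur in each group and come from the labels, but they number separate cultures. Because residuals of same-numbered stage 3 cultures had a mean r of 0.101, fits with the replicate number as a block were made beside the main ones. No other group has a replicate 4, so block fits in effect also leave out that *SUP35* culture of stage 3. Other alternatives were the size factors of DESeq2 or the upper quartile in place of TMM, DESeq2's default test on 3 groups or on only the groups compared, edgeR on only the groups compared, no filter or at least 10 counts in every culture, a test against the cutoff itself with glmTreat, and leaving out each culture in turn. For the components, a different transformation or number of genes was used, and for enrichment other cutoffs, another background, stage 1 controls, and sets taken from the GO terms of the reference annotation. The GO sets were added once the annotation had been seen and before any enrichment was computed.

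The position and codon of the nonsense mutation were read from the reference genome. The target lists of transcription factors and the KEGG database were not used here, and qPCR, proteome and flow cytometry measurements were not analysed here.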

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

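The tests of the mating genes and of the single distant cultures in this part were chosen only after the results were seen. The comparisons, gene sets, named-gene rule and alternatives, except the GO sets, were set before the data were examined.

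In 13 of 212 values tested in the 4 *SUP35* cultures of stage 3 (206 genes named by the rule and 6 values of whole samples), 1 culture lay far from the other 3, its gap to the nearest being more than 0.829 of the whole range. In normalized CPM, replicate 1 was high for *SUP35* (809.1, others 505.1 to 547.2), *STE12* (87.41, others 66.08 to 68.93), *LAG1* (260.7, others 234.8 to 237.3), *ARG82* (442.9, others 270.2 to 277.7) and *TIR4* (69.51, others 45.21 to 47.94), and low for *SUC2* (176.7, others 283.1 to 299.6). Replicate 2 was high for *YOX1* (13.53, others 8.856 to 9.631) and *RPS14B* (140.4, others 103.7 to 109.7), and low for *STE18* (22.66, others 29.16 to 30.02). Replicate 3 was low for *LEU2* (1733, others 2573 to 2742). Replicate 4 was low for *PIR1* (225.7, others 275 to 283.3), *TRP5* (1153, others 1442 to 1491) and *PRM10* (45.8, others 64.53 to 67.41).

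By chance, 10.6 such values were to be found among 212, so their number alone may come from the number of values tested. A difference in the depth of 1 culture was also tested: for total counts the gap was 0.278 of the range, below 0.829. The cultures of this group share strain and condition, so no biological explanation was tested, and the number of such values cannot be told apart from chance. The values are not all independent: *SUP35* and *ARG82* are neighbours on chromosome IV, and both were high in replicate 1.

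The paper does not report on the mating pheromone response genes as a set, although it names targets of Ste12 among the DEGs and mentions that earlier *SUP35* mutants could not mate. Of 35 genes tested, 18 were lower and 1 was higher in *sup35-218* than in *SUP35* cultures at stage 3, an odds ratio of 7.537 among lower DEGs (adjusted p = 1.5e-07, one-sided Fisher's exact test); the block fit called 22 lower, with an odds ratio of 11. The median log2FC was -0.81. The largest falls among those called were in *SST2* (-1.78), *SAG1* (-1.76), *FUS1* (-1.71), *MFA1* (-1.68) and *STE4* (-1.38), and *STE12* fell by 1.11. With stage 1 controls, 26 genes were lower and 1 higher. Between the *SUP35* cultures of stage 3 and stage 1, 14 were lower, so these genes also changed with the marker, medium or stage where the allele was the same.

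Only 1 of the 35 splits of the 7 stage 3 cultures, the real one, called as many of these genes lower (19 in a fit of these cultures alone). Another split called 14 of them, all higher in its group of 3; it sets 3 of the *SUP35* cultures against the *sup35-218* cultures and the remaining *SUP35* culture, so it largely follows the alleles in the opposite direction. Of the 8 splits that part all 3 same-numbered pairs, 1 called as many lower; 8 splits could not have given a share under 0.05, so they cannot tell the pattern from an accidental grouping of cultures. Expression level was tested with 10000 random lists matched on it: none had a median as low, a share of 1e-04, the smallest these lists can give. Gene length was tested next: the median length lay at percentile 87.36 of random lists, toward long genes, while across all genes the log2FC rose slightly with length (Spearman's rho 0.09675), the opposite direction to the fall seen here. A loss of haploid-specific expression in the cultures was tested with 11 haploid-specific genes, of which 18.18% fell by more than 1 on the log2 scale and 7 were called lower. Of the others, *STE18* and *STE5* had log2FC of 0.48 and 0.18, and *RME1* (-0.19) and *HO* (-0.37) were not called, which goes against a loss across this whole class. Like *RME1* and *HO*, the genes *NEJ1* (-0.51) and *AXL1* (-0.84) lie outside the mating set, but they were called lower. As 7 of the 11 also belong to the mating set, whose own median fall was smaller than 1, the test cannot tell the pattern from a loss of part of the haploid-specific expression.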

How the results depend on the processing

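No test in this part was chosen after its result was seen; the GO sets were added before any enrichment was computed. Of 30 counts, shares and odds ratios, 18 stayed on the same side of their threshold, or close to their main value, under every alternative tried, and 12 changed under some, 10 of them by settings other than leaving out a culture. Of 206 single genes, 173 kept their direction and their side of the threshold under every alternative tried for them, which leaves out glmTreat and stage 1 controls, and 33 did not: 7 changed sign, 17 fell short of the threshold and 9 passed it.

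Testing against the cutoff of 0.5 itself with glmTreat lowered each count of DEGs: 189 higher and 272 lower for *sup35-218* against *SUP35* at stage 3, 263 and 515 against stage 1, and 41 and 86 for *SUP35* at stage 3 against stage 1. In the last comparison, without a log2FC cutoff, leaving out each culture in turn gave 411 to 828 higher and 431 to 775 lower genes. The cause was not tested. Upper quartile normalization moved the median log2FC against stage 1 from 0.04 to 0.10 and the share of higher genes among its DEGs from 47.21% to 55.71%; at stage 3 the median went from -0.01 to 0.02 and the share from 46.07% to 52.56%. This is a common shift of all genes: at stage 3 the 628 higher DEGs were all kept, and the 657 lower ones are all among the main 735.

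The share of variance on PC1 was 53.63% with all genes, 66.12% with 1000 genes, and from 65.84% to 74.35% with each culture left out. On PC2 it was 21.45% with all genes and from 14.38% to 20.76% with each culture left out. The cause was not tested.

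The enrichment of cell cycle genes among higher DEGs fell short of the threshold for DEGs with a log2FC above 1, where 7 cell cycle genes remain in both directions. The odds ratio was then 1.335 (adjusted p = 0.72, Fisher's exact test). It also fell short with stage 1 controls, at 1.25 (adjusted p = 0.44, Fisher's exact test). With each culture left out it was 1.654 to 2.313, short without *SUP35* stage 3 replicate 3. For cyclin-dependent kinase complexes the odds ratio was 4.108 above 1 (adjusted p = 0.14) and 2.094 with stage 1 controls (adjusted p = 0.17, Fisher's exact test), both short of the threshold. It was 2.46 to 4.397 with each culture left out, short without *sup35-218* replicate 1. Over the alternatives, the adjusted p ranged from 2.6e-05 to 0.72 for the first set and from 0.00038 to 0.17 for the second (Fisher's exact test). The cause was not tested. Enrichment of hexose transporters, cell wall, amino acid and purine and histidine genes passed the threshold in all 15 settings, and that of proteasome genes in none.

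With the replicate number as a block, the log2FC changed sign for *SUP45* (0.04681), *ADE16* (-0.006991) and *CUR1* (-0.004376). All of them also changed sign without *SUP35* stage 3 replicate 4 (0.04635, -0.008696 and -0.02362), a culture that the block in effect leaves out. With each culture left out, the range crossed zero for *SUP45* (-0.06989 to 0.05776), *CLB3* (-0.1079 to 0.07526), *MCM1* (-0.2305 to 0.03515), *HXT5* (-0.003938 to 0.4392), *ADE16* (-0.008696 to 0.08085), *CUR1* (-0.02362 to 0.2023) and *HSP82* (-0.1551 to 0.156). The cause was not tested, and none of these genes passed the threshold in the main test.

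Depth limits genes with few counts: *CLB6* had as few as 3 counts in a culture, and with at least 10 counts required in every culture it was not tested, which left 14 of the 15 named cell cycle genes.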

Differences from the paper's values

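No test in this part was chosen after its result was seen. With the main settings, no count or share differed from the paper's by more than 1.5 times. Under some alternatives counts did: glmTreat gave 461 DEGs against the paper's 1366 and 778 against its 1824, and the paper's 1007 lower genes compare with 657 by upper quartile normalization and with as few as 578 with a culture left out. Among the alternatives set before the data were examined, DESeq2 with only the groups compared gave the paper's counts: 1240 higher and 1341 lower genes against stage 1 and 1035 and 1100 against stage 3 (adjusted p-value under 0.05), 1824 and 1366 DEGs above 0.5, and 147 higher and 216 lower genes above 1. PC1 held 70.3% of the variance against the paper's 69%, and PC2 17.0% against about 17% in Fig. 1B, read by eye.

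For DEGs with a log2FC above 0.5 after plasmid shuffling, the paper's text gives 817 higher and 1007 lower genes. Against stage 3 controls 628 and 735 were found here, or 656 and 710 by DESeq2 with only the groups compared. The latter setting gave 817 higher and 1007 lower genes against stage 1 controls. The paper's Table S3 lists 710 transcripts as higher and 656 as lower, and DESeq2 with only the groups compared gave these counts with the directions exchanged.

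The paper places *CDC20* among genes with a log2FC below 1 in size, and it was -1.28 here; *FKH1*, which it does not place there, was at 0.64. Its Figure 3 shows the pair Clb3 and Clb4 as unchanged, and *CLB4* had a log2FC of 2.03. Its Fig. 7 shows Cln1 as raised, and *CLN1* had a log2FC of 0.42, below the cutoff of 0.5; the replicate block gave 0.51, and it was also above 0.5 in some fits with a culture left out (0.33 to 0.51). The paper gives targets of Rpn4 as enriched among higher DEGs. That target list was not used here, so its enrichment was not tested. Of 33 proteasome genes, a set that need not match the list, 0 were higher DEGs (2 at an unadjusted p-value under 0.05).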

Other observations

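The test that takes off the stage 1 level of *LEU2*, the tests of the genes next to *SUP35* and the test of depth were chosen only after the results they bear on were seen.

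In fits of only the cultures compared, *sup35-218* and *SUP35* cultures of stage 3 differed by 1353 DEGs. Of the 35 splits of these 7 cultures into 3 and 4, 1 (the real one) gave as many, and the largest other count was 410, in the split of 3 *SUP35* cultures from all the others. Of the 8 splits that part all 3 same-numbered pairs, 1 gave as many, and the others place cultures of both alleles in 1 group. Between *SUP35* cultures of stage 3 and stage 1 there were 794 DEGs, reached by 1 of 35 splits and by 1 of the 8 that part the pairs; the largest other count was 0 (621 at an unadjusted p-value under 0.05, against 903 in the real split). Between *sup35-218* and stage 1 there were 1791, reached by 1 of 10 splits and 1 of the 4 that part the pairs; the largest other count was 0 (160 at an unadjusted p-value under 0.05, against 1842). With 8, 10 or 4 splits no outcome could have given a share under 0.05, so those splits cannot tell the differences from an accidental grouping of cultures. In each comparison with 35 splits, only the real split reached its count (1353 against at most 410, and 794 against 0). For these comparisons this argues against an accidental grouping, provided that same-numbered cultures are independent.

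Technical explanations for the DEGs between the alleles at stage 3 were tested. An extra copy of a whole chromosome was sought, and the highest median log2 change of a chromosome's genes in a *sup35-218* culture was 0.0701, on chromosome III in replicate 1. Across genes, Spearman's rho of the log2FC was 0.09675 with gene length and -0.03266 with GC content. The 20 highest genes held 1.966 percentage points more of the counts in *sup35-218* cultures (9.961% to 10.77%, against 7.974% to 9.032%), a difference without overlap but smaller than the 5 points set as the limit. The ratio of median total counts was 1.014. None of these met the limit set for it.

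*SUP35* and *LEU2*, which the *LEU2* plasmids carry, were both raised in *sup35-218* cultures. The ratio of *SUP35* to *LEU2* counts was 0.2845 ± 0.01796 (SD, n = 3) in *sup35-218* and 0.2542 ± 0.05729 (SD, n = 4) in *SUP35* cultures of stage 3 (exact permutation test, p = 0.4, with 0.02857 the smallest possible). The ratio was 0.2731 ± 0.05864 (SD, n = 3) at stage 1, where *LEU2* is not on the plasmid, and did not differ from that of *SUP35* cultures at stage 3 (exact permutation test, p = 0.69), so it cannot show a shared rise in plasmid copies. With the mean stage 1 level of *LEU2* taken off every culture, *LEU2* rose 6.80 times and *SUP35* 3.29 times. The ratio was then 0.3446 to 0.3905 in *sup35-218* and 0.4899 to 4.675 in *SUP35* cultures (exact permutation test of the mean log2 ratio, p = 0.08571), without overlap, which chance gives in 5.71% of cases. The spread of the *SUP35* cultures, and with it this p-value, rests on replicate 3, where only 108 normalized CPM of *LEU2* were left. The subtraction assumes that the chromosomal gene is expressed as at stage 1, in another medium, which was not measured. A shared rise in plasmid copies can be neither shown nor excluded by these tests.

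The genes on either side of *SUP35* on chromosome IV, *HSP42* and *ARG82*, were also higher in *sup35-218* cultures, with log2FC of 0.89 and 1.09; *ARG82* had a high value in 1 of the 4 *SUP35* cultures, replicate 1, where *SUP35* was also high. A duplicated segment of the chromosome was tested with the 10 genes beyond them on each side (779043 to 829057), whose median log2FC was -0.05312. DNA next to *SUP35* carried on the plasmid was also considered: of these genes, 0 had a higher log2FC than *ARG82*, the highest being at 0.63. As the rise of *ARG82* was known when this comparison was chosen, it cannot tell whether the plasmid carries such DNA. The plasmid sequence was not examined here, and *HSP42* is also a heat shock gene, a class that was higher in *sup35-218* cultures.

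The strain carries nonsense alleles of *ADE1* and *TRP1*, so stabilization of nonsense-containing mRNAs when termination fails was tested against the other genes of each pathway. *ADE1* had a log2FC of -1.06, and 9 of 10 other purine genes had a higher one (-1.14 to 0.01). *TRP1* had a log2FC of -0.52, and 0 of 4 other tryptophan genes had a higher one (-1.11 to -0.71). The genes point in opposite directions, 39.3% of *TRP1* is overlapped by YDR008C, and the test cannot tell whether such stabilization takes place.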
